# Variant PRC1 Complex-Dependent H2A Ubiquitylation Drives PRC2 Recruitment and Polycomb Domain Formation

**DOI:** 10.1016/j.cell.2014.05.004

**Published:** 2014-06-05

**Authors:** Neil P. Blackledge, Anca M. Farcas, Takashi Kondo, Hamish W. King, Joanna F. McGouran, Lars L.P. Hanssen, Shinsuke Ito, Sarah Cooper, Kaori Kondo, Yoko Koseki, Tomoyuki Ishikura, Hannah K. Long, Thomas W. Sheahan, Neil Brockdorff, Benedikt M. Kessler, Haruhiko Koseki, Robert J. Klose

## Abstract

Chromatin modifying activities inherent to polycomb repressive complexes PRC1 and PRC2 play an essential role in gene regulation, cellular differentiation, and development. However, the mechanisms by which these complexes recognize their target sites and function together to form repressive chromatin domains remain poorly understood. Recruitment of PRC1 to target sites has been proposed to occur through a hierarchical process, dependent on prior nucleation of PRC2 and placement of H3K27me3. Here, using a de novo targeting assay in mouse embryonic stem cells we unexpectedly discover that PRC1-dependent H2AK119ub1 leads to recruitment of PRC2 and H3K27me3 to effectively initiate a polycomb domain. This activity is restricted to variant PRC1 complexes, and genetic ablation experiments reveal that targeting of the variant PCGF1/PRC1 complex by KDM2B to CpG islands is required for normal polycomb domain formation and mouse development. These observations provide a surprising PRC1-dependent logic for PRC2 occupancy at target sites in vivo.

## Highlights

• Variant PRC1 complex-dependent H2AK119ub1 leads to binding of PRC2 and H3K27me3
• Canonical PRC1 complexes fail to efficiently deposit H2AK119ub1 and recruit PRC2
• A variant KDM2B/PCGF1/PRC1 complex is required for polycomb domain formation at CGIs
• Failure to target KDM2B/PCGF1/PRC1 causes polycomb phenotypes and lethality in mice

## Introduction

In eukaryotic cells, chromatin structure and posttranslational modification of histone proteins play central roles in regulating gene expression. This is exemplified in animals where polycomb group proteins function as chromatin-based transcriptional repressors through their capacity to catalyze histone modifications and form higher order chromatin structures (recently reviewed in Schwartz and Pirrotta, 2013; Simon and Kingston, 2013). Loss of polycomb protein function in *Drosophila* leads to abnormal body plan specification and in vertebrates polycomb orthologs are essential for normal embryonic development. Polycomb proteins are also perturbed in a range of cancers, suggesting that the polycomb system is critical for maintenance of normal cell identity (Bracken and Helin, 2009).

Polycomb proteins are generally found in one of two protein complexes, the polycomb repressive complexes 1 or 2 (PRC1 or PRC2). In mammals, the catalytic core of PRC2 is comprised of EZH1 or EZH2, which trimethylate histone H3 on lysine 27 (H3K27me3) (Cao et al., 2002; Czermin et al., 2002; Kuzmichev et al., 2002; Müller et al., 2002). A series of auxiliary proteins, including SUZ12 and EED, associate with EZH1/2 and modulate targeting, chromatin binding, and catalytic activity (Cao and Zhang, 2004; Ketel et al., 2005; Margueron et al., 2009; Pasini et al., 2004). In contrast, PRC1 monoubiquitylates histone H2A on lysine 119 (H2AK119ub1) (de Napoles et al., 2004; Wang et al., 2004a). The catalytic core of PRC1 consists of RING1A or RING1B, which dimerize with one of six PCGF protein partners (PCGF1-6) that regulate assembly of specific PRC1 complexes (Buchwald et al., 2006; Chamberlain et al., 2008; Farcas et al., 2012; Gao et al., 2012; Gearhart et al., 2006; Li et al., 2006; Ogawa et al., 2002; Sánchez et al., 2007). Together, the combined activities of PRC1 and PRC2 are thought to be essential for normal polycomb-mediated transcriptional repression and developmental gene regulation (recently reviewed in Simon and Kingston, 2013). Nevertheless, the molecular mechanisms by which polycomb group proteins recognize their target sites and initiate repressive chromatin domains remain poorly defined.

Molecular and functional characterization of the polycomb repressive complexes has revealed that they do not function independently (Bracken et al., 2006; Ku et al., 2008; Papp and Müller, 2006; Schwartz et al., 2006). Instead, H3K27me3 placed by PRC2 is recognized by PRC1 complexes that contain chromobox (CBX) proteins (Cao et al., 2002; Min et al., 2003; Wang et al., 2004b). Based on these initial observations, the prevailing view over the past decade has been that PRC1 is recruited in a hierarchical manner to sites with pre-existing PRC2 activity and H3K27me3. However, it has recently emerged that CBX proteins are in direct competition with two additional factors, RYBP/YAF2, for a mutually exclusive binding site on RING1A/B (Wang et al., 2010). Significantly, H3K27me3-binding CBX proteins are limited to canonical PRC1 complexes containing either PCGF2 (MEL18) or PCGF4 (BMI1) and the Polyhomeotic proteins (PHC1/2/3) (Gao et al., 2012; Levine et al., 2002), while all PCGF proteins interact with RYBP/YAF2 to form variant PRC1 complexes lacking CBX proteins (Farcas et al., 2012; Gao et al., 2012; Gearhart et al., 2006; Lagarou et al., 2008; Sánchez et al., 2007; Tavares et al., 2012) (Figure 1A). The identification of variant PRC1 complexes and the observation that RING1B can occupy many of its target sites in the absence of H3K27me3 suggests that the hierarchical recruitment mechanism cannot explain all PRC1 complex targeting (Schoeftner et al., 2006; Tavares et al., 2012). Therefore, the central principles that underpin recognition of polycomb target sites in vivo and the molecular chain of events that leads to the formation of polycomb domains integrating both PRC1 and PRC2 activity remain unclear.

In this study, we utilize a de novo targeting system and discover, contrary to expectation based on the proposed hierarchical recruitment mechanism, that binding of variant PRC1 complexes to chromatin is sufficient to initiate the formation of a polycomb domain containing PRC2 and H3K27me3. This activity is inherent to variant PRC1 complexes and relies on H2AK119ub1. Building on this striking observation, genetic ablation approaches in mouse embryonic stem cells (ESCs) reveal that deletion of PRC1 has dramatic genome-wide effects on PRC2 occupancy and H3K27me3. We further demonstrate that recognition of nonmethylated DNA by KDM2B, part of the PCGF1/PRC1 variant complex, is important for deposition of H2AK119ub1 and recruitment of PRC2 to a subset of CpG island targets and that this targeting activity is essential for normal mouse development. Together, these observations reveal a new PRC1-dependent logic for polycomb domain formation.

## Results

### A System to Target PRC1 to Chromatin De Novo

The hierarchical recruitment model posits that PRC2-dependent H3K27me3 is required to recruit canonical PRC1 complexes to chromatin. The recent demonstration that variant PRC1 complexes bind to many target sites, albeit at lower levels, independently of H3K27me3 suggests that PRC1 function may be more complex than previously envisaged (Tavares et al., 2012). This new insight necessitates a more detailed examination of mammalian PRC1 complex function and targeting in vivo. Therefore, we sought to design a system in which individual PRC1 complexes could be targeted de novo to a chromatin environment free from the complexities and regulatory influences of natural polycomb target sites. To achieve this, a large bacterial artificial chromosome (BAC) containing human DNA that lacks identifiable genes and shows no evidence for gene-, enhancer-, or polycomb-associated chromatin modifications was selected and bacterial Tet operator (TetO) DNA-binding sites were centrally inserted (Figure 1B). Importantly, the TetO lacks CpG dinucleotides and has no resemblance to natural polycomb targets which are CpG-rich (Ku et al., 2008). The TetO BAC was transposed into mouse ES cells at a site on chromosome 8, effectively flanking the TetO array with long stretches of inert chromatin (Figures 1B, S1A, and S1B). Fusion of PRC1 components to the bacterial Tet repressor (TetR) DNA-binding domain would permit de novo recruitment to the TetO array (Figure 1C) and the direct consequences of fusion protein occupancy could be examined by chromatin immunoprecipitation (ChIP).

### Variant PRC1 Complexes Place H2AK119ub1 and Recruit PRC2

In mammals, PCGF proteins (PCGF1-6) are thought to define the composition of individual PRC1 complexes and regulate their assembly and function (Figure 1A). To dissect how individual PRC1 complexes function on chromatin, PCGF1-5 were fused to TetR and stably expressed in the TetO cell line (Figure 1C). ChIP experiments revealed that TetR-PCGF fusion proteins bound the TetO array and diminished to background levels in flanking regions (Figure 1D). All PCGF proteins resulted in recruitment of RING1B, but surprisingly, only PCGF1, 3, and 5, which exclusively form variant PRC1 complexes (Farcas et al., 2012; Gao et al., 2012; Gearhart et al., 2006; Sánchez et al., 2007), placed significant levels of H2AK119ub1 (Figure 1D).

PRC1 and PRC2 largely occupy a common set of target sites in vivo (Ku et al., 2008; Papp and Müller, 2006; Schwartz et al., 2006; Tolhuis et al., 2006), and this has been attributed to the hierarchical recruitment mechanism. Therefore, the possibility that PRC1 could potentially drive a reciprocal process and mediate PRC2 occupancy has not been specifically examined. By directly targeting individual PRC1 complexes to the TetO array, a unique opportunity existed to test whether PRC1 complexes can also drive PRC2 occupancy. Surprisingly, in the TetR-PCGF1, 3, and 5 fusion lines, ChIP analysis revealed binding of PRC2 components and H3K27me3 in regions flanking the TetO (Figure 1E). In contrast, TetR fusions with PCGF proteins that can form canonical PRC1 complexes (PCGF2 and 4) resulted in little, if any, PRC2 targeting and H3K27me3 (Figure 1E). Strikingly, variant complex-dependent PRC2 recruitment and H3K27me3 was also observed at a single naturally occurring TetO site in the mouse genome (Figures S1C and S1D), indicating that this is not unique to the engineered TetO array. Therefore, contrary to expectation based on the hierarchical recruitment mechanism, de novo recruitment of the PCGF 1, 3, and 5 variant PRC1 complexes results in the formation of a polycomb domain containing PRC2 and H3K27me3.

### The Hierarchical PRC2-Dependent Recruitment of Canonical PRC1 Complexes Fails to Place H2AK119ub1

Surprisingly, PCGF proteins that form canonical PRC1 complexes appeared less competent at H2AK119ub1 placement in tethering assays (Figure 1D). This lack of activity could be inherent to canonical PRC1 complexes or possibly result from their covalent fusion to TetR. To circumvent the necessity to fuse canonical complexes to TetR, PRC2 was recruited to the TetO via a TetR-EED fusion (Figure 2A) (Hansen et al., 2008). This led to deposition of H3K27me3 and recruitment of endogenous PCGF2 and CBX7, but not PCGF1, suggesting PRC2-dependent recruitment of canonical PRC1 complexes (Figure 2B). As was the case with direct tethering of PCGF2 or 4, native canonical PRC1 complex nucleation failed to deposit H2AK119ub1, suggesting the lack of activity in canonical PRC1 tethering experiments does not result from TetR fusion (Figure 2B). Interestingly, the binding profiles for canonical PRC1 components were not completely coincident with H3K27me3, as might be expected if occupancy was entirely CBX dependent. It remains unclear why this disparity in profiles existed, but it may result from secondary structural effects driven by exclusive canonical PRC1 complex recruitment (Isono et al., 2013) or other undefined mechanisms involved in canonical PRC1 recruitment to regions containing PRC2 and H3K27me3. Interestingly, a similar discordance between CBX (PC) protein binding and H3K27me3 was observed at polycomb target sites in *Drosophila* cell culture models (Schwartz et al., 2006). Nevertheless, this apparent failure of PRC2 and H3K27me3 to direct H2AK119ub1 parallels observations in mouse ESC lines devoid of H3K27me3 where levels of H2AK119ub1 at polycomb target sites are largely unaffected (Schoeftner et al., 2006; Tavares et al., 2012). Together, these observations strongly suggest that PRC2-mediated recruitment of canonical PRC1 complexes fails to catalyze significant levels of H2AK119ub1.

### Deposition of H2AK119ub1 Is Sufficient to Nucleate PRC2 and H3K27me3

The unexpected observation that variant PRC1 complexes can nucleate PRC2 to establish a polycomb domain de novo suggests that a feature associated with variant complex occupancy, perhaps H2AK119ub1, is responsible for this activity (Figure 1). To test this possibility, a single polypeptide fusion between the dimerization domains of RING1B and PCGF4 was engineered and fused to TetR (Bentley et al., 2011; Buchwald et al., 2006; Li et al., 2006). This minimal RING1B/PCGF4 catalytic domain (RPCD) does not form normal PRC1 complexes (Figure 3A) but retains H2AK119ub1 E3 ligase activity (Figure 3B) (Cooper et al., 2014) leading to a striking enrichment of EZH2, SUZ12, and H3K27me3 at the TetO (Figure 3B). When mutations were engineered in TetR-RPCD (TetR-RPCDmut), rendering it incapable of catalyzing H2AK119ub1, PRC2 and H3K27me3 were no longer recruited to the TetO (Figure 3B). This suggests that H2AK119ub1, and not simply binding of PRC1 complexes, is the central determinant driving PRC1-dependent recruitment of PRC2.

### Deletion of PRC1 and Loss of H2AK119ub1 Affects PRC2 Occupancy and H3K27me3 Genome-wide

To examine the possibility that H2AK119ub1 may play a general role in PRC2 localization and activity at normal polycomb target sites, we exploited a *Ring1a*^*−/−*^*Ring1b*^*fl/fl*^ mouse ESC system, in which H2AK119ub1 can be rapidly depleted by removing the catalytic core of all PRC1 complexes (RING1A/B) through addition of the drug tamoxifen, without disrupting the cellular protein levels of PRC2 components (Endoh et al., 2008) (Figures 4A–4C). Following RING1A/B deletion, ChIP-sequencing revealed a clear loss of SUZ12, EZH2, and H3K27me3 at individual genes (Figures 4D and S2A) and at target sites genome-wide (Figure 4E and 4F). Indeed, 85% of SUZ12 and 83% of EZH2 sites showed a greater than 1.5-fold reduction in occupancy after PRC1 removal (Figures 4G and S3A). A closer inspection of SUZ12 sites defined as having a less than 1.5-fold change in PRC2, revealed that these sites do exhibit an observable loss in PRC2 binding (Figure S3B, S3C, and S3D) suggesting that most PRC2 sites are affected by loss of PRC1 activity. These effects on PRC2 occupancy were seemingly independent of high-level gene reactivation, as PRC2 reductions occurred at genes displaying small or large fluctuations in gene expression (Figures S2B and S2C).

Previous studies report that specific polycomb target sites rely on transcription factors or long noncoding RNAs (lncRNAs) for normal polycomb protein recruitment (Simon and Kingston, 2013). In mouse ESCs the transcription factor REST (Arnold et al., 2013; Dietrich et al., 2012) and the *Meg3* lncRNA (Kaneko et al., 2014) are thought to contribute to these targeting events. Interestingly, following PRC1 deletion, PRC2 occupancy was reduced at REST-occupied PRC2 sites (Figure S3E) and *Meg3* lncRNA targets (Figure S3F), suggesting these mechanisms are insufficient to maintain normal levels of PRC2 and H3K27me3 in the absence of PRC1. Further segregation of PRC2 sites into those existing in a “bivalent” state containing H3K4me3 and H3K27me3 revealed that this subset of PRC2 sites had a slightly larger fold change in PRC2 occupancy following PRC1 deletion (Figure S3G). However, this difference was modest compared to the overall magnitude of PRC2 loss observed at both bivalent and nonbivalent sites.

Unfortunately, it was not possible to examine whether long-term ablation of PRC1 activity would lead to a complete loss of PRC2 occupancy on chromatin, because mouse ESCs completely lacking PRC1 (Endoh et al., 2008), unlike those lacking PRC2 (Boyer et al., 2006; Chamberlain et al., 2008; Leeb et al., 2010; Pasqualucci et al., 2011), cannot be continuously maintained in culture. Under the conditional deletion conditions used here, some degree of residual PRC1 is evident (Figure 4D, 4E, and S2A), and this may contribute to the remaining PRC2 occupancy. It should be noted, however, that PRC1-independent PRC2 targeting activities could also contribute to this residual PRC2 occupancy (Simon and Kingston, 2013) (see Discussion). Nevertheless, to examine in more detail the relationship between PRC1 loss and the resulting reduction in PRC2 occupancy, the fold change in PRC1 and PRC2 was compared at individual target sites genome-wide. This revealed a striking genome-wide correlation between the magnitude of PRC1 and PRC2 loss (Figures 4H and S3H), suggesting that PRC1 and H2AK119ub1 are central players in normal PRC2 nucleation.

### KDM2B Recruits the Variant PCGF1/PRC1 Complex to Create a PRC2-Containing Polycomb Domain

Deletion of RING1A/B in mouse ESCs supports a model whereby H2AK119ub1 contributes to the occupancy of PRC2 at natural target sites in vivo. However, removal of RING1A/B disrupts both canonical and variant PRC1 complex activity. Understanding if variant PRC1 complexes can drive this process at natural target sites is challenging, as variant PRC1 complex targeting mechanisms remain poorly defined. An exception is the PCGF1/PRC1 complex which contains a histone lysine demethylase protein, KDM2B, which binds to nonmethylated DNA via a ZF-CxxC DNA-binding domain (Farcas et al., 2012; He et al., 2013; Long et al., 2013; Wu et al., 2013). Nonmethylated DNA is generally concentrated in vertebrate regulatory elements called CpG islands, and most mammalian polycomb target sites are associated with CpG islands (Ku et al., 2008). KDM2B may therefore represent a direct molecular link between recognition of CpG island target sites and occupancy of both PRC1 and PRC2. To determine if KDM2B binding is sufficient to recruit the PCGF1/PRC1 complex and establish a polycomb domain de novo, a TetR-KDM2B fusion protein was stably expressed in the TetO cell line (Figure 5A). TetR-KDM2B led to RING1B, PCGF1, and H2AK119ub1 deposition (Figure 5A). This was not observed with the related KDM2A protein which does not interact with PRC1 (Figure 5A) (Blackledge et al., 2010). Importantly, PCGF1/PRC1 recruitment by KDM2B resulted in binding of PRC2 and H3K27me3 (Figures 5A and S4C). This activity was dependent on recruitment of PCGF1/PRC1, as depletion of PCGF1 in the TetR-KDM2B line caused a clear reduction in both PRC1 and PRC2 (Figures 5B and 5C). Interestingly, polycomb domain formation did not rely on KDM2B demethylase activity, as a catalytic mutant of KDM2B or a short form of the protein that lacks the demethylase domain recruited PRC1 and PRC2 to similar levels (Figures S4A–S4C). Therefore, de novo targeting of the PCGF1/PRC1 complex by KDM2B leads to polycomb domain formation in a manner similar to TetR-PCGF1 (Figure 1).

### A System to Inducibly Ablate Targeting of the Variant PCGF1/PRC1 Complex by KDM2B

The observation that KDM2B can nucleate PRC1 and PRC2 provided an opportunity to examine whether targeting of the PCGF1/PRC1 variant complex to natural CpG island target sites is important for polycomb domain formation. To achieve this, a novel genetic system was designed in which an exon that encodes most of the KDM2B ZF-CxxC domain and is shared by both the long and short form of the protein (Figures S4 and S5A) (Fukuda et al., 2011) was flanked by loxP sites (*Kdm2b*^*fl/fl*^) (Figure 5D). Homozygous *Kdm2b*^*fl/fl*^ mouse ESC lines were then derived that also stably express a tamoxifen-inducible form of Cre-recombinase. Addition of tamoxifen rapidly yielded KDM2B long and short form proteins that lack the ZF-CxxC domain (Figures 5E and S5B), but remain associated with the PCGF1/PRC1 variant complex (Figure S5D). Importantly, cellular levels of PRC1 and PRC2 components were unaffected (Figure S5C). ChIP-seq for KDM2B in the *Kdm2b*^*fl/fl*^ cells revealed KDM2B occupancy at CpG islands as previously described (Figure 5F) (Farcas et al., 2012; He et al., 2013; Wu et al., 2013). However, tamoxifen-mediated deletion of the ZF-CxxC domain caused a near complete loss of KDM2B chromatin occupancy and removal of PCGF1 from CpG islands (Figures 5F and 5G). Therefore, deletion of the KDM2B ZF-CxxC domain is sufficient to ablate normal targeting of the PCGF1/PRC1 complex in vivo.

### KDM2B-Mediated PCGF1/PRC1 Targeting Is Required for Normal Recruitment of PRC2 and Polycomb Domain Formation at a Subset of CpG Island Sites

To identify polycomb sites that are dependent on KDM2B-mediated targeting for RING1B binding, RING1B ChIP-seq was carried out in the *Kdm2b*^*fl/fl*^ and tamoxifen treated cells. Removal of the KDM2B ZF-CxxC domain resulted in a widespread reduction of RING1B chromatin binding (Figures 6A–6D). Of the 3,488 high-confidence RING1B peaks identified in ESCs, 43% showed a greater than 1.5-fold reduction in RING1B occupancy after tamoxifen treatment (Figure 6D), suggesting that a subset of RING1B-bound CpG islands is most sensitive to KDM2B loss, and other PRC1 complexes must contribute to RING1B occupancy at the remaining sites. Importantly, sites exhibiting RING1B loss also showed reduced H2AK119ub1 levels, consistent with a role for PCGF1/PRC1 in catalyzing this modification (Figure 6I).

When SUZ12 ChIP-seq was carried out in the *Kdm2b*^*fl/fl*^ and tamoxifen treated cells, there was a striking reduction of SUZ12 occupancy which broadly corresponded to the reduction in RING1B (Figures 6A–6D). Indeed, 84% of SUZ12 peaks showing a greater than 1.5-fold reduction in SUZ12 binding overlapped with RING1B peaks (Figure 6D), and 78% of these regions were associated with a greater than 1.5-fold reduction in RING1B binding. This again suggests an intimate relationship between loss of KDM2B-mediated PCGF1/PRC1 targeting and PRC2 occupancy. To examine this more closely, the relative change in the levels of RING1B and SUZ12 were directly compared (Figures 6E and 6F). Strikingly, as with the *Ring1a*^*−/−*^*Ring1b*^*fl/fl*^ system, the magnitude of RING1B and SUZ12 loss correlated well (Figure 6F), suggesting a direct relationship between PRC1 and PRC2 occupancy. Sites showing PRC2 loss also showed lower H3K27me3 levels (Figure 6I) and reduced binding of the canonical PRC1 complex component PCGF2 (Figure 6I). Interestingly, following loss of PCGF1/PRC1 targeting, genes with decreased RING1B occupancy exhibited only a very modest upregulation of average gene expression when analyzed by RNA-seq (Figures 6C and 6G), and the magnitude of RING1B loss and gene expression change showed little correlation (Figures 6H, 6I, and 6J). 

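PolyA+ RNA from Kdm2b fl/fl mouse ESCs, in which both alleles of Kdm2b carry loxP sites around the exon that encodes most of the ZF-CxxC domain, was sequenced as directional paired-end libraries. The deposited samples comprise 3 replicates labelled as untreated and 3 labelled as treated with tamoxifen for 72 hr, the treatment that activates Cre recombinase and removes the exon. The sample labels give the tamoxifen dose as 800 nM and the text of the series gives it as 800 µM. Groups were taken from the sample labels. The names of the deposited files give the opposite reading, and under that reading every fold change below keeps its size and changes its sign, and the numbers of higher and lower genes are exchanged. The authors aligned the reads to mm9 with Tophat2 and describe RPKM values obtained with cuffdiff on refGene models. The deposited tables hold one FPKM (fragments mapped to a gene, scaled by its length and by the mapped fragments of the sample) for each of 23874 rows in each sample, with 23369 gene names. Read counts are not in the tables. Between 11571 and 11980 rows per sample had an FPKM of at least 1. The FPKM summed to 549379.4, 1045707.3 and 804941.1 in untreated replicates 1, 2 and 3 and to 621052.1, 929106.9 and 648889.4 in tamoxifen replicates 1, 2 and 3. Loci shorter than 300 bp held between 23.9% and 67.7% of these totals. In 764 low genes many values fall on steps of single fragments, and the size of the step gives each sample's depth relative to that of untreated replicate 1. Relative depth was 0.955 in untreated replicate 2, 0.767 in untreated replicate 3, and 0.792, 0.877 and 0.655 in tamoxifen replicates 1, 2 and 3. For the values given here, rows with the same gene name were summed, 6 gene names with a failed quantification in any sample were left out, and log2(FPKM + 0.1) was compared between the groups with limma for the 12997 genes with an FPKM of at least 0.5 in at least 3 of the 6 samples. A fold change on this scale understates the change of genes with low values. Samples with the same replicate number deviated together from their group means, with a mean correlation across genes of 0.552. The mean of −0.273 for samples with different numbers largely follows from this value, since deviations within a group sum to 0. Each result is therefore given both without and with the replicate number, taken from the labels, as a block. ChIP-seq values for RING1B are not in the files analysed here, so the genes with decreased RING1B occupancy are those named in Figures 6I and 6J.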

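The genes with RING1B loss in Figure 6I are Npr1, Klrg2, Bcan, Efna3, Tnrc18, Ppm1l, Epha7 and Mllt3. Klrg2 lies on chromosome 6 of mm9 from 38576660 to 38587239 on the minus strand. Its FPKM was 1.94 ± 0.52 (SD, n = 3) in the samples labelled as untreated and 0.57 ± 0.12 (SD, n = 3) in those labelled as tamoxifen-treated, a log2 fold change of −1.576 (standard error 0.334, adjusted p = 0.39 from limma with Benjamini-Hochberg adjustment). With the replicate number as a block, the standard error fell to 0.216 and the limma adjusted p to 0.0082. Epha7, on chromosome 4 from 28740295 to 28894649 on the plus strand, had an FPKM of 1.99 ± 0.65 (SD, n = 3) and 1.57 ± 0.46 (SD, n = 3) in the same order. The log2 fold change of Epha7 was −0.318 (standard error 0.354, limma adjusted p = 0.999), within the spread between replicates of a group. Epha7 was lower in 3 of 3 replicate numbers, and with the block the standard error was 0.159 and the limma adjusted p 0.22. Npr1 went from 9.72 ± 1.81 to 4.96 ± 0.55 FPKM, Bcan from 2 ± 1 to 0.6 ± 0.15, Efna3 from 9.59 ± 2.08 to 3.97 ± 0.82, and Tnrc18 from 7.27 ± 0.17 to 3.21 ± 0.44 (mean ± SD, n = 3 per group). Their log2 fold changes were −0.947 for Npr1, −1.458 for Bcan, −1.249 for Efna3 and −1.163 for Tnrc18, none past an adjusted p of 0.05 without the block. With the replicate block their adjusted p from limma was 0.0083, 0.014, 0.0033 and 0.0042. Ppm1l fell by 0.829 on the log2 scale (limma adjusted p = 0.02 with the block) and Mllt3 by 0.085 (limma adjusted p = 0.74 with the block). Averaged over the 8 genes, log2(FPKM + 0.1) was 1.93 ± 0.25 (SD, n = 3) in the samples labelled as untreated and 0.973 ± 0.15 (SD, n = 3) in those labelled as treated, a mean log2 fold change of −0.953. All untreated samples lay above all treated samples (exact permutation test, p = 0.1, the smallest that 3 samples against 3 allow). Within replicate numbers 1, 2 and 3 the difference was −1.03, −1.06 and −0.77, and an exact permutation of the signs of these 3 pairs gave p = 0.25, the smallest possible. Of the 3 genes without RING1B loss, Ebf1 had 2.18 ± 0.3 and 2.8 ± 1.39 FPKM (SD, n = 3), Tfap2d stayed below 0.04 FPKM in every sample, and Atp6v1c2 had 0 FPKM in all 6 samples. Their mean log2 fold change was 0.033. The difference between the 8 genes and these 3 was −0.987 (exact permutation test over the 11 genes, p = 0.018; genes are not independent replicates). Because Tfap2d and Atp6v1c2 have almost no expression to change, the pseudocount sets their fold changes near 0 and this comparison rests on little. With a pseudocount of 0.01 the difference was −0.852 (exact permutation test, p = 0.061), and as the log2 ratio of group mean FPKM, which only Ebf1 of the 3 genes allows, it was −1.391 (exact permutation test, p = 0.11). A pseudocount of 1 in place of 0.1 changed the mean of the 8 genes most, to −0.688. From the fold changes at genes near RING1B sites, the paper reports a very modest average rise in expression after the loss of PCGF1/PRC1 targeting. It found little correlation between this change and the size of the RING1B loss. With groups by the sample labels, the mean of the 8 genes above moved the other way. These 8 are the named genes only and not all genes near RING1B sites. The paper's RT-PCR in Figure 6J shows the same 8 genes higher after treatment. An exchange of the sample labels would give this reversal and was not excluded.

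**Figure D1:**
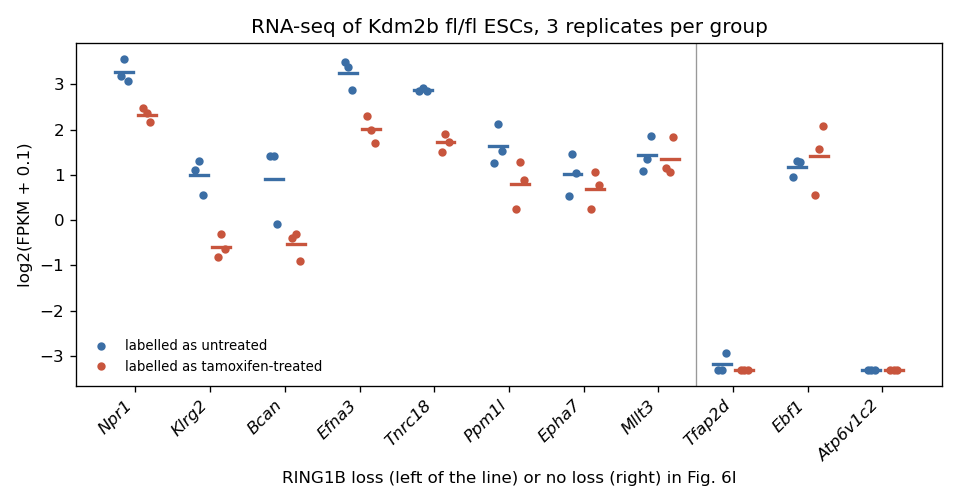
Expression of the 11 genes of Figures 6I and 6J in log2(FPKM + 0.1), on the vertical axis, for the samples labelled as untreated (blue) and as tamoxifen-treated (red). Each point is 1 of 3 replicates and each bar the mean. The 3 treated points of Npr1, Klrg2, Bcan, Efna3 and Tnrc18 lie below all 3 untreated points, while those of Ppm1l, Epha7 and Mllt3 overlap.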

This supports a model whereby direct targeting of PRC1 to target sites in vivo contributes to the occupancy of PRC2, independently of large changes in gene expression.

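Across the 12997 genes tested, the median log2 fold change between the RNA-seq samples labelled as untreated and as tamoxifen-treated was −0.019, with an SD of 0.482 over genes. The central 95% of genes lay between −0.895 and 0.768. A difference of more than 1.5-fold was seen for 501 genes in the higher direction and 938 in the lower direction before any test. With limma and Benjamini-Hochberg adjustment, 3 genes were significantly higher and 1 significantly lower in the samples labelled as treated, each by more than 1.5-fold. Each of these genes had 0 FPKM in all 3 samples of 1 group and overlaps another gene. Their changes may therefore come from how reads were divided between genes. The median standard error of a log2 fold change was 0.293 in this fit and 0.123 with the replicate number as a block. With the replicate block, 563 genes were higher and 787 lower at the same threshold, together 10.4% of the genes tested. Of these genes, 310 were higher and 553 lower by more than 1.5-fold. Adding quantile normalization, chosen after seeing the data, gave 604 higher and 595 lower, 366 and 392 of them by more than 1.5-fold. The excess of lower genes therefore depended on the scaling. Low genes moved slightly down and high genes slightly up, with a median log2 fold change of −0.133 among 2262 genes with a mean of 0.5 to 2 FPKM and 0.123 among 1635 genes above 50 FPKM. Scaling each sample to TPM, which gives all samples the same sum, moved the median over all genes to 0.081. With loci under 300 bp left out before this scaling, chosen after seeing the data, the median was −0.105. The paper takes the RNA-seq, together with the ChIP-seq, as evidence for a model in which PRC1 targeting contributes to PRC2 occupancy without requiring large changes in expression.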

### Disruption of PCGF1/PRC1 Targeting Leads to Axial Skeletal Transformations and Embryonic Lethality in Mice

Perturbation of *Ring1a* or *Ring1b* in mice causes axial skeletal transformations (del Mar Lorente et al., 2000; Suzuki et al., 2002) due to defects in *Hox* gene expression, while deletion of *Ring1b* alone or both *Ring1a* and *Ring1b* leads to embryonic lethality (Posfai et al., 2012; Voncken et al., 2003). To understand how PCGF1/PRC1 targeting affects development, mice hemizygous for loss of the KDM2B ZF-CxxC domain were generated by crossing *Kdm2b*^*fl/fl*^ mice to a mouse constitutively expressing Cre-recombinase. Initial observations suggested that loss of the KDM2B ZF-CxxC domain was semi-lethal as few heterozygous mice were recovered. When *Kdm2b*^*wt/ΔCxxC*^ were mated to wild-type mice only 20% of offspring at 10 days postnatal (dpn) were *Kdm2b*^*wt/ΔCxxC*^, suggesting partial haploinsufficiency (Figure 7A). To examine if the *Kdm2b*^*wt/ΔCxxC*^ mice exhibited homeotic transformations, skeletal preparations from newborn (n = 10) and 11 dpn (n = 2) *Kdm2b*^*wt/ΔCxxC*^ mice were compared to control *Kdm2b*^*wt/wt*^ mice. All of the *Kdm2b*^*wt/ΔCxxC*^ heterozygous animals exhibited skeletal alterations with homeotic transformations in cervical to sacral regions (Figures 7B and 7C). Notably, seven of the ten newborn and both of the 11 dpn *Kdm2b*^*wt/ΔCxxC*^ mice had extra bony elements at vertebrae C7, suggesting partial transformation into T1 (Kondo and Duboule, 1999). While the second thoracic vertebra (T2) usually has a dorsal process, two of the newborn heterozygotes showed a dorsal process at T1 suggesting T1 to T2 transformation. Furthermore, dorsal processes were absent from T2 in six newborn and both 11 dpn heterozygotes, suggesting transformation of T2 to T3. Finally, two of the newborn heterozygotes showed L6-S1 transformations. Together, these homeotic phenotypes indicate posterior transformation of the vertebral column and phenocopy classical polycomb mutations (Akasaka et al., 1996; van der Lugt et al., 1994).

Attempts to generate *Kdm2b*^*ΔCxxC/ΔCxxC*^ mice yielded no viable offspring. An initial examination of the embryonic defects in *Kdm2b*^*ΔCxxC/ΔCxxC*^ embryos at 9 days postcoitum (dpc) suggested that development ceased at around 7 to 8 dpc in five of the embryos and two further embryos were composed only of extraembryonic tissues (Figure 7D). These phenotypes are much more severe than those previously reported for a *Kdm2b* mutant mouse (Fukuda et al., 2011). However, in this previous study, only the long form of KDM2B was disrupted, while the short form of KDM2B, which can still target the PCGF1/PRC1 complex (Figure S4) was unperturbed. Therefore, complete ablation of PCGF1/PRC1 targeting by removal of the ZF-CxxC domain from both KDM2B isoforms reveals that this activity is essential for normal development.

## Discussion

The co-occupancy of polycomb group proteins at target sites has largely been viewed in the context of a hierarchical recruitment model (Cao et al., 2002; Wang et al., 2004b). Although this mechanism is clearly relevant for RING1B accumulation on chromatin, the singularity of the hierarchical recruitment pathway has recently been challenged by a series of observations in mammals demonstrating that PRC1 occupancy and H2AK119ub1 can be achieved in the absence of PRC2 (Pasini et al., 2007; Schoeftner et al., 2006; Tavares et al., 2012) and observations in *Drosophila* suggesting that H3K27me3 is not sufficient to recruit PRC1 complexes (Schwartz et al., 2006). We now unexpectedly discover that variant, but not canonical, PRC1 complex occupancy leads to binding of PRC2 and placement of H3K27me3 in an H2AK119ub1-dependent manner, with deletion of the catalytic core of PRC1 in mouse ESCs resulting in a dramatic reduction in PRC2 and H3K27me3 at target sites. Furthermore, KDM2B-mediated targeting of the variant PCGF1/PRC1 complex to CpG islands is required for normal PRC2 levels at a subset of target sites and failure to target PCGF1/PRC1 results in polycomb phenotypes and embryonic lethality in mice. This provides an alternative to the hierarchical recruitment mechanism, effectively demonstrating that PRC1 complexes are not simply subservient readers of PRC2 activity but can instead be actively recruited to target sites and act as central players in polycomb domain formation.

H2AK119ub1 levels are unaffected in ESCs lacking PRC2 (Schoeftner et al., 2006; Tavares et al., 2012) and disruption of canonical PRC1-complex-specific subunits in *Drosophila* cell culture does not significantly affect H2A ubiquitylation (Lagarou et al., 2008). This is consistent with the failure of canonical PRC1 complexes to place H2AK119ub1 in tethering experiments (Figure 1). Therefore, despite their competence to catalyze H2AK119ub1 in vitro (Gao et al., 2012; Tavares et al., 2012), canonical complexes do not seem to play a major role in H2AK119ub1 deposition in vivo. This apparent discrepancy may result from a subunit specific to canonical PRC1 complexes that limits RING1A/B E3 ligase activity in cells, as a minimal catalytic fusion of PCGF4 and RING1B that does not interact with other canonical PRC1 complex proteins was competent to catalyze H2AK119ub1 (Figure 3), whereas the intact canonical PCGF4/PRC1 complex appeared largely inactive (Figure 1). A candidate for this inhibitory activity may be the vertebrate polyhomeotic orthologs (PHC1/2/3), which are specific to canonical PRC1 complexes. PHC proteins have been shown to self-associate via their sterile alpha motif (SAM) to organize polycomb domains in vivo (Isono et al., 2013; Kim et al., 2002). It is tempting to speculate that the hierarchical recruitment pathway may largely function to drive PHC proteins to sites that have already acquired a polycomb domain and impose further alterations in chromatin structure.

The unexpected discovery that H2AK119ub1 plays a critical role in PRC2 occupancy and H3K27me3 at target sites appears at odds with observations in mouse ESCs lacking RING1B where PRC2 function appeared less affected (Eskeland et al., 2010; Leeb et al., 2010; van der Stoop et al., 2008). However, RING1B null cells express RING1A and retain significant levels of H2AK119ub1 (Eskeland et al., 2010), suggesting that the relative level of H2AK119ub1 may be important for PRC2 occupancy. Importantly, PRC1 activity appears to drive PRC2 occupancy in other nonstereotypical examples of polycomb domain formation, suggesting this activity is not limited by genomic location (Cooper et al., 2014). A future challenge remains to understand the molecular determinants that link H2AK119ub1 and PRC2 binding.

It is a commonly held view that mammalian polycomb proteins, under the guidance of site-specific DNA binding transcription factors or lncRNAs, are targeted to specific genes where they direct transcriptional repression (discussed in Simon and Kingston, 2013). In stark contrast to site-specific targeting factors, KDM2B binds broadly to promoter-associated CpG islands through its nonmethylated DNA-binding activity, occupying genes covering the complete expression spectrum (Farcas et al., 2012; He et al., 2013; Wu et al., 2013). Given the capacity of KDM2B to bind CpG islands, target the PCGF1/PRC1 variant complex, and initiate polycomb domains de novo, it is surprising that only a subset of the most repressed CpG island-associated genes accumulate polycomb proteins. A possible explanation for this somewhat paradoxical observation could be that counteracting chromatin features associated with transcription are sufficient to inhibit polycomb protein activity and that KDM2B/PCGF1/PRC1 occupancy functions mainly as a sampling module to identify sites that lack transcription and facilitate initiation of a polycomb domain (Klose et al., 2013; Ku et al., 2008; Lynch et al., 2012; Voigt et al., 2013). Viewed in this context, one would predict that polycomb domain formation would not directly drive gene repression, but may instead function to limit stochastic or inappropriate reactivation of genes that have already been transcriptionally silenced. Consistent with these ideas, it was recently demonstrated through an elegant set of kinetic experiments in mammalian cell culture systems that polycomb chromatin modifications are mainly acquired at target sites after transcriptional silencing has been achieved (Hosogane et al., 2013; Yuan et al., 2012). This agrees with the more general observation that loss of polycomb proteins in ESCs leads to reactivation of only a subset of all genes that are heavily occupied by polycomb proteins (Leeb et al., 2010). In agreement with these general principles, loss of PCGF1/PRC1 targeting and its capacity to form polycomb domains did not lead to extensive gene reactivation (Figure 6).

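In the RNA-seq samples of the Kdm2b fl/fl ESCs, 11409 of 23363 gene names had a mean FPKM under 1 in the 3 replicates labelled as untreated, and 11158 of them were also under 1 in the 3 labelled as tamoxifen-treated. The remaining 251 genes crossed to a mean of at least 1 FPKM, 14 of them to at least 5 FPKM. In the other direction 410 genes went from at least 1 FPKM to below it, 32 of them from at least 5 FPKM. Significance was reached by 3 genes gaining and 1 gene losing expression (limma, Benjamini-Hochberg adjustment). With the replicate number as a block, 74 genes gained and 97 lost expression in this sense. Adding quantile normalization to the block, chosen after seeing the data, gave 83 and 75. Each gene significant without the block had 0 FPKM in all 3 samples of 1 group and overlaps another gene. Reads divided differently between overlapping genes may therefore have produced these calls. Because the names of the deposited files give the opposite reading of the groups, the numbers of gained and lost genes are exchanged if the files are read by name. Leaving out one replicate in turn gave between 2 and 5 gaining genes and between 0 and 6 losing genes without the block. The paper cites the lack of extensive reactivation beside its sampling model, from which it proposes that polycomb domains may limit inappropriate reactivation of genes already silenced and would not directly drive repression.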

It is clear that variant PRC1 complexes can drive de novo PRC2 occupancy (Figure 1), and PRC1 is required for normal polycomb domain formation (Figure 4). A variant PRC1 complex-driven sampling model could provide a simple and flexible solution for polycomb domain initiation and formation, but it should be made clear that our observations do not exclude potential contributions from PRC1-independent PRC2 targeting events. Following PRC1 deletion, there was a reduction, but not a complete loss, of PRC2 and H3K27me3 (Figure 4). While residual PRC1 binding or epigenetic maintenance of pre-existing PRC2 could be responsible for this, previously reported PRC1-independent targeting mechanisms could also play a central role in remaining PRC2 occupancy (Simon and Kingston, 2013). Viewed in this light, it remains possible that PRC1 and PRC2 are recruited to target sites independently and then function to mutually sustain and stabilize their respective binding. A better understanding of the molecular mechanisms that underpin polycomb protein targeting will help to further define the relationship between PRC1 and PRC2 on chromatin.

Cancer-exome-sequencing endeavours have recently revealed that core components of the KDM2B/PRC1 complex, including KDM2B itself and BCOR/L1, are frequently mutated in a range of cancers, particularly leukemias (Brookes et al., 2012; Grossmann et al., 2011; Pasqualucci et al., 2011; Zhang et al., 2012). Given the essential nature of polycomb protein function in vertebrate development and its implication in human pathology, our fundamental discovery that PRC1 activity plays an important role in normal PRC2 occupancy provides an unexpected new perspective on the principles that underpin polycomb domain formation. Furthermore, toward addressing the central yet poorly understood question of defining how polycomb sites are established in vivo, we provide evidence that, at least in some cases, there may exist a relatively simple molecular chain of events whereby KDM2B-mediated recognition of nonmethylated DNA at receptive CpG islands leads to recruitment of PRC1 and deposition of H2AK119ub1 that ultimately translates into occupancy of PRC2 necessary for normal placement of H3K27me3.

## Experimental Procedures

### Generation of the De Novo Targeting System

A TetO array comprising 14 TetO sites interspersed by random CpG-free 21 bp sequences was seamlessly recombineered into BAC RP11 419E6. Tol2 sequence elements were then recombineered into the plasmid backbone portion of the BAC, together with a neomycin resistance cassette. Using Lipofectamine 2000 (Life Technologies) the TetO BAC was cotransfected with a Tol2 transposase expression plasmid into E14 mouse ESCs, and stable G418 (400 μg/ml) resistant clones were obtained. A PCR screen was used to identify a clone exhibiting Tol2-mediated integration and splinkerette PCR was used to map the precise BAC integration site on mouse chromosome 8.

The TetR coding sequence was inserted into a modified pCAG-IRES-Puro mammalian expression plasmid, between the coding sequence for an N-terminal FLAG STREPx2 (FS2) tag and a 3′ ligation-independent cloning (LIC) site. The resultant plasmid was named pCAGFS2TetR. Coding sequences for proteins of interest were inserted into pCAGFS2TetR by LIC cloning. All plasmids were transfected into the TetO BAC-containing ESCs and stable clones expressing TetR fusion proteins were obtained by selection with puromycin (1 μg/ml). TetR fusion proteins were detected in ChIP experiments using an FS2-specific antibody. Other details of the TetR targeting system are described in Extended Experimental Procedures.

### Chromatin Immunoprecipitation

ChIP was performed as described previously (Farcas et al., 2012), with minor modifications. Briefly, for nonhistone ChIP cells were fixed for 1 hr in 2 mM EGS, followed by 15 min in 1% formaldehyde, while for histone modification ChIP cells were fixed for 10 min in 1% formaldehyde alone.

Cells were sequentially lysed and sonication was performed to produce fragments of approximately 0.5–1 kb. Immunoprecipitation was performed overnight at 4°C with approximately 3 μg of antibody. Antibody-bound chromatin was isolated on protein A beads, washed extensively and purified as described in Extended Experimental Procedures.

### Gene Expression Analysis

For RNA-seq analysis, polyA+ RNA was purified from total RNA and then a directional library was prepared using the NEBNext Ultra Directional RNA library Prep Kit for Illumina (NEB, Ipswich, MA).

Extended Experimental Procedures **Generation of the De Novo Targeting System**

A TetO array comprising 14 TetO sites interspersed by random CpG-free 21 bp sequences was synthesized by Invitrogen Gene Art. Using the pRED-ET/RPSL-Neo counter selection system (Gene Bridges) the TetO array was seamlessly recombineered into BAC RP11 419E6, which contains approximately 170 kb of DNA corresponding to a gene desert on human chromosome 7. Tol2 sequence elements (Shakes et al., 2011) were then recombineered into the plasmid backbone portion of the BAC, together with a mammalian neomycin resistance cassette. Using Lipofectamine 2000 (Life Technologies) the TetO BAC was cotransfected with a Tol2 transposase expression plasmid into E14 mouse ESCs, and stable G418 (400 μg/ml) resistant clones were obtained. A PCR screen was used to identify a clone exhibiting Tol2-mediated single-copy integration, and splinkerette PCR was used to map the precise BAC integration site on mouse chromosome 8.

The coding sequence for the TetR DNA-binding domain was PCR-amplified from pTet-tTS (Clontech) with the upstream primer engineered to contain 3x SV40 NLS. The 3xNLS-TetR fragment was inserted into a modified pCAG-IRES-Puro mammalian expression plasmid, between the coding sequence for an N-terminal FLAG STREPx2 (FS2) tag and a 3′ ligation-independent cloning (LIC) site. The resultant plasmid was named pCAGFS2TetR. Coding sequences for proteins of interest were PCR-amplified with primers engineered to contain appropriate LIC sequences, allowing LIC cloning into pCAGFS2TetR. The resultant plasmids expressed a fusion protein comprising FS2-TetR-protein of interest. All plasmids were transfected into the TetO BAC-containing ESCs using Lipofectamine 2000 (Life Technologies) and stable clones expressing the TetR fusion proteins were obtained following selection with puromycin (1 μg/ml) and G418 (400 μg/ml). TetR fusion proteins were detected in ChIP experiments using an FS2-specific antibody.

The RING1B PCGF4 catalytic domain fusion (RPCD) comprises amino acids 1-116 of RING1B and 3-109 of PCGF4 separated by a flexible 14 amino acid linker. The RPCD catalytic mutant includes point mutations at the E2 interface of RING1B (I53A), and within the PCGF4 RING finger (C51G).

**Chromatin Immunoprecipitation**

Chromatin immunoprecipitation was performed as described previously (Farcas et al., 2012), with minor modifications. Briefly, for nonhistone ChIP cells were fixed for 1 hr in 2 mM EGS, followed by 15 min in 1% formaldehyde, while for histone modification ChIP cells were fixed for 10 min in 1% formaldehyde alone. In both cases, formaldehyde was quenched by the addition of glycine to a final concentration of 125 μM.

Sonication was performed using a BioRuptor sonicator (Diagenode, Liege, Belgium) to produce fragments of approximately 0.5–1 kb. Immunoprecipitation was performed overnight at 4°C with approximately 3 μg of antibody and chromatin corresponding to 5 × 10^6^ cells (nonhistone and H2AK119ub1 ChIPs) or 1 × 10^6^ cells (histone ChIPs other than H2AK119ub1). Antibody-bound chromatin was isolated on protein A agarose beads (RepliGen, Waltham, CA) or protein A magnetic Dynabeads (Invitrogen, Carlsbad, CA) and washes were performed with low-salt buffer (0.1% SDS, 1% Triton, 2 mM EDTA, 20 mM Tris-HCl (pH 8.1), 150 mM NaCl), high-salt buffer (0.1% SDS, 1% Triton, 2 mM EDTA, 20 mM Tris-HCl (pH 8.1), 500 mM NaCl), LiCl buffer (0.25 M LiCl, 1% NP40, 1% Deoxycholate, 1 mM EDTA, 10 mM Tris-HCl [pH 8.1]) and TE buffer (x2) (10 mM Tris-HCl (pH 8.0), 1 mM EDTA). To prepare ChIP-seq material, ChIP DNA was eluted, and crosslinks reversed at 65°C, then samples were then sequentially treated with RNase and proteinase K before being purified on a PureLink PCR micro column (Invitrogen). Alternatively, to prepare ChIP material for qPCR, following ChIP washes beads and antibody-bound chromatin were boiled for 10 min in 10% Chelex 100 Resin (BioRad) and treated with proteinase K for 30 min at 55°C. Samples were then boiled for a further 10 min to inactivate proteinase K. Beads were collected by centrifugation and supernatant was retained for qPCR analysis. ChIP qPCR data were expressed as either a percentage of input (y axis labeled “% Input”) or enrichment relative to a control polycomb target site (y axis labeled “rel. enrichment”).

ChIP-sequencing libraries were generated as described previously (Blackledge et al., 2010) and sequenced on the Illumina HiSeq2000 platform with 51 bp reads. For *Ring1a*^*−/−*^*Ring1b1b*^*fl/fl*^ cells, ChIP-sequencing experiments for RING1B, SUZ12, EZH2 and K27me3 were performed in biological duplicate, while for *Kdm2b*^*fl/fl*^ cells KDM2B and RING1B ChIP-seq was done in biological triplicate and SUZ12 in biological duplicates.

Antibodies used for ChIP were as follows:

**Table:** 

Antigen	Source of Antibody
KDM2B	Described previously (Farcas et al., 2012)
RING1B	Described previously (Atsuta et al., 2001)
EZH2	Cell Signaling 5246S
SUZ12	Cell Signaling 3737S
PCGF1	Generated for the current study
PCGF2	Santa Cruz sc-10744x
CBX7	Abcam ab21873
FLAG STREPX2	Described previously (Farcas et al., 2012)
H3K27me3	Diagenode C15410069 (pAb-069)
H2AK119ub1	Described previously (Farcas et al., 2012)
HisH3	Described previously (Farcas et al., 2012)
H3K9ac	Millipore 07-352
H4K20me3	Abcam ab9053
H3K9me3	Abcam ab8898
H3K4me3	Described previously (Farcas et al., 2012)
RNA Pol II	Covance 8WG16

**PCGF1 Antibody**

A polyclonal antibody against PCGF1 (sequence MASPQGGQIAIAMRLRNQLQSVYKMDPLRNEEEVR) was generated by immunization of a rabbit with a synthetically synthesized peptide conjugated to mariculture KLH carrier protein (ThermoScientific, Waltham, MA). PCGF1 peptide was covalently immobilized on SulfoLink resin (ThermoScientific) and antibody was affinity purified prior to use.

**PCGF1 Knockdown**

Control or PCGF1 shRNAs were cloned into pLKO.1blasticidin (Addgene, Cambridge, MA) and sequence verified. To produce recombinant lentiviral particles, the shRNA constructs were cotransfected with psPAX2 packaging plasmid and pMD2.G envelope helper plasmid into 293T cells using FuGene (Roche, Basel, Switzerland). The 21-mer shRNA sequences used were: (PCGF1) 5′-CCCAGATCACATGACAATGAA −3′, (control) 5′-CCTAAGGTTAAGTCGCCCTCG-3′. Lentiviral infection of cells was performed overnight in the presence of 4 μg/ml polybrene. The following day, cells were diluted into fresh growth media and allowed to settle onto gelatine-coated dishes. Blasticidin selection (10 μg/ml) was started 48 hr after transduction and stable lines were isolated, expanded and screened for stable PCGF1 knockdown.

**Gene Expression Analysis**

Total RNA was extracted using the QIAGEN RNeasy Mini kit. Approximately 10 μg RNA was treated with Turbo DNase (Ambion, Carlsbad, CA) at 37°C for 30 min, according to the manufacturer’s instructions. Genomic DNA-free RNA samples were further purified using the RNeasy kit RNA cleanup protocol. Samples were run on a 1% agarose gel to check quality of RNA preparation and integrity of 18S and 28S rRNA bands. For RT-PCR analysis, cDNA was synthesized with the ImProm-II Reverse Transcription System (Promega, Madison, WI). Quantitative real-time PCR was performed with Quantace SYBR Green master mix, using *Gapdh* or *Hprt1* housekeeping genes for normalization. For mRNA-seq analysis 1 μg of purified total RNA was used to first isolate polyA plus RNA and then a directional library was prepared using the NEBNext UltraTM Directional RNA library Prep Kit for Illumina (NEB, Ipswich, MA).

**Protein Complex Purification Followed by Liquid Chromatography and Tandem Mass Spectrometry Analysis**

Tandem mass spectrometry (LC–MS/MS) and data analyses were performed as described previously (Farcas et al., 2012). Briefly, to identify KDM2B short form (SF) associated proteins, a feeder-independent mouse ESC lines expressing Flag/2xStrepII-tagged KDM2B SF was generated. To verify whether KDM2BΔCxxC retains the capacity to associate with PCGF1/PRC1 variant complex, E14 ESC lines expressing Flag/2xStrepII tagged wild-type (WT) KDM2B and KDM2BΔCxxC were produced. 15 mg of nuclear extract (corresponding to approximately 100 confluent 15 cm dishes) was used for each affinity purification. Affinity purification from cells expressing full-length TetR-PCGF4, the TetR-PCGF4/RING1B minimal catalytic fusion or TetR alone was carried out using the same purification approach. Following elution with desthiobiotin, the fractions collected were precipitated using chloroform/methanol and the protein pellets resuspended and subjected to in-solution tryptic digestion followed by nano-liquid chromatography-tandem mass spectrometry (nLC-MS/MS) analysis using a nano-Acquity UPLC (Waters) coupled to an Orbitrap Velos/Elite mass spectrometer (Thermo). MS/MS spectra were searched against the UniProt SwissProt Mouse database (16,683 sequences) in Mascot v2.3.01, allowing one missed cleavage and 20 ppm/0.5 Da mass deviations in MS/MSMS, respectively. Carbamidomethylation of cysteine was a fixed modification. Oxidation of methionine, and deamidation of asparagine and glutamine residues were used as variable modifications. Protein assignment was based on at least two peptides identified. Mascot scores and peptide coverage are indicated for each protein hit.

**ChIP-Seq and RNA-Seq Analysis**

ChIP-seq reads for the antibody IPs or an input DNA sample were aligned to the mouse mm9 genome release using bowtie v1.1.2. The default alignment parameters were used in all cases with the exception that reads which could be aligned to more than one site in the genome were supressed (-m 1). When comparing ChIP-seq for untreated and tamoxifen-treated cell lines (*Ring1a*^*−/−*^*Ring1b*^*fl/fl*^ and *Kdm2b*^*fl/fl*^) each replicate was down-sampled to the number of reads contained in the biological replicate with the lowest total number of aligned reads.

To identify high-confidence RING1B-bound intervals, we compared the *Ring1a*^*−/−*^*Ring1b*^*fl/fl*^ cells before and after tamoxifen treatment to identify sites which showed significant loss of RING1B ChIP-seq signal. This was achieved using duplicate experiments comparing untreated and tamoxifen-treated *Ring1a*^−/−^*Ring1b*^*fl/fl*^ ChIP-seq in diffReps (v1.55.1) with paired input controls. To identify SUZ12 and EZH2 interval sets, the independent ChIP-seq replicates from the untreated *Ring1a*^*−/−*^*Ring1b*^*fl/fl*^ cells were submitted to MACS (v1.4) with matched input controls. Interval sets for biological replicates were combined using BedTools (Quinlan and Hall, 2010) and only intervals identified in both replicates were considered for further analysis.

RING1B, SUZ12 and EZH2 interval sets were annotated with normalized read density counts for untreated and tamoxifen-treated samples from both *Ring1a*^*−/−*^*Ring1b*^*fl/fl*^ and *Kdm2b*^*fl/fl*^ experiments, and the untreated to treated fold change was calculated. Interval sets were visualized and filtered using Multi-Image Genome viewer (McGowan et al., 2013). Heat maps were generated using HOMER (Heinz et al., 2010) and visualized with Java TreeView (Saldanha, 2004). To consider changes in polycomb protein occupancy at bivalent gene promoters, we obtained previously published bivalent gene annotation for a set of 15,404 genes (Brookes et al., 2012; Mikkelsen et al., 2007). Transcription start sites (TSS) ± 500 bp were annotated with normalized read density counts and fold changes from ChIP-seq experiments in the *Ring1a*^*−/−*^*Ring1b*^*fl/fl*^ cells. REST peaks (GSE27148) were identified using MACS as described for SUZ12 and EZH2 above (Arnold et al., 2013) and were intersected with SUZ12 peaks using BedTools.

For RNA-seq analysis, paired end 51-bp reads were aligned to the mm9 reference genome using Tophat2 (v0.5) with default parameters. RPKM values were obtained from biological triplicates of the *Kdm2b*^*fl/fl*^ and 72 hr tamoxifen treated cells using cuffdiff (v2.1.1) on an mm9 refGene set obtained from the UCSC table browser. 

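Fold changes were also computed as the log2 ratio of group mean FPKM, the deposited unit, without a pseudocount. Of the 12997 tested genes, 12993 had a mean above 0 in both groups of 3 samples. Over these genes the median log2 ratio of samples labelled as treated to samples labelled as untreated was −0.02, with an SD of 0.413 over genes and with the central 95% of genes between −0.898 and 0.78. The ratio was beyond 1.5-fold for 533 genes in the higher direction and 945 in the lower direction. For the 8 genes with RING1B loss in Figure 6I, the mean log2 ratio was −1.024, against −0.953 as the difference of mean log2(FPKM + 0.1). With the replicate number as a block, the difference for these 8 genes stays the same by design, since each number occurs in both groups. Its exact permutation p was 0.25. The step that assigns each RING1B interval to its closest gene could not be repeated, since the intervals are not in the files analysed here.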

For RNA-seq analysis each RING1B interval was annotated with the closest gene, and the fold change between mean RPKM values for treated and untreated *Kdm2b*^*fl/*fl^ cells was determined.

**Statistical Analysis**

Fold changes in ChIP-seq and gene expression changes were tested for significance with the Welch Two Sample T-Test using R (version 3.0.1). Correlations were tested using Pearson’s Product-Moment Correlation statistic and linear regression analyses were performed using a standard linear regression algorithm in R.

**Kdm2b Knockout Mouse and ESC Generation**

MS12 ESCs were used for producing a conditional knockout allele for *Kdm2b*. The arms of homology span a HindIII site at mm9 chr5; 123,330,124 to an EcoRI site at 123,340,540. A Neomycin resistant gene flanked with FRT and loxP sequences was inserted at KpnI site (123,338,886) and a loxP sequence at SalI site (123,338,409). 

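In the NCBIM37 assembly, which is the mm9 build, recognition sequences for all 4 enzymes lie within 4 bp of the stated positions on chromosome 5. HindIII (AAGCTT) starts at 123330123, SalI (GTCGAC) at 123338405, KpnI (GGTACC) at 123338882 and EcoRI (GAATTC) at 123340536. The stated SalI and KpnI positions are 477 bp apart. Between them, the GENCODE annotation of Kdm2b, a protein-coding gene on the minus strand, places a coding exon of 225 bp from 123338539 to 123338763, which starts 130 bp from the SalI position. This exon is part of 9 of the 23 annotated Kdm2b transcripts. A shorter annotated exon of 51 bp, from 123338539 to 123338589, lies within the same interval and belongs to 1 transcript. The sequence of the 225 bp exon, read on the minus strand, is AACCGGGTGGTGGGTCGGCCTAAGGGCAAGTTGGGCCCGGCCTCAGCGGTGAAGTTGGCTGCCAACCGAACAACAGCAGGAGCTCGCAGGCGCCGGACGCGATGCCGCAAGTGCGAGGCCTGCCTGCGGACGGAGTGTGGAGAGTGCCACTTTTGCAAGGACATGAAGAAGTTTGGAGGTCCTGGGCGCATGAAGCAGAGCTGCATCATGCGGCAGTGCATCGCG. It has a GC content of 63.6% and 18 CpG dinucleotides, and in the annotated frame its 75 codons encode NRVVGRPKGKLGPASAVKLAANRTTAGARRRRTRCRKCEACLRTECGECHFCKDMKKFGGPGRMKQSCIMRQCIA, with 8 cysteines and 4 C-x-x-C motifs. In the RNA-seq of the Kdm2b fl/fl ESCs, the locus of Kdm2b spans 123320685 to 123439101 and had 25.4 ± 3.36 FPKM (SD, n = 3) in the samples labelled as untreated and 22.27 ± 2.6 FPKM (SD, n = 3) in those labelled as tamoxifen-treated. The log2 fold change of −0.186 (standard error 0.21, limma adjusted p = 0.999; limma adjusted p = 0.31 with the replicate block) lay within the spread between replicates. These values are for the whole gene and do not resolve the floxed exon.

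**Figure D2:**
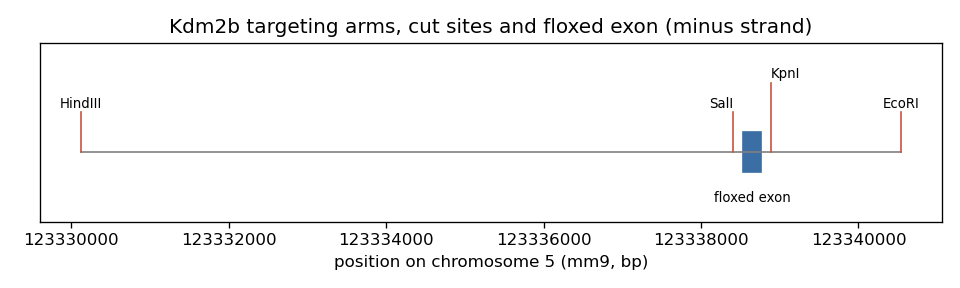
Map of the targeting arms on chromosome 5 of mm9, with position in bp on the horizontal axis, the 4 cut sites as vertical lines and the 225 bp exon as a box. The exon lies between the SalI and KpnI sites, toward the EcoRI end of the arms.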

ESCs were treated with flippase expression plasmid to remove the Neomycin resistant gene, and then injected into mouse blastocysts to establish *Kdm2b*^*fl/fl*^ mouse. ES cell lines harboring the allele *Kdm2b*^*fl/fl*^*:Gt(Rosa26)Sor-ERT2Cre+/−* were raised from the mating between *Kdm2b*^*wt/fl*^*:Gt(Rosa26)Sor-ERT2Cre+/−* and *Kdm2b*^*fl/fl*^.

**Bisulfite Sequencing**

Bisulfite sequencing was performed using the EZ DNA Methylation-Gold Kit (Zymo Research) following manufacturer’s instructions. PCR-amplified DNA was cloned into pGEM-T Easy (Promega) and sequenced.

## Author Contributions

N.P.B. designed and created TetR tethering system. A.M.F. performed affinity purifications and generated PCGF1 antibody. N.P.B. and A.M.F. generated individual TetR-fusion cell lines, and performed all ChIP and RT-PCR experiments. T.K. generated the *Kdm2b*^*fl/fl*^ mouse and ESCs and performed mouse phenotype characterization. N.P.B, A.M.F and T.K. prepared the manuscript.

## Figures and Tables

**Figure 1:**
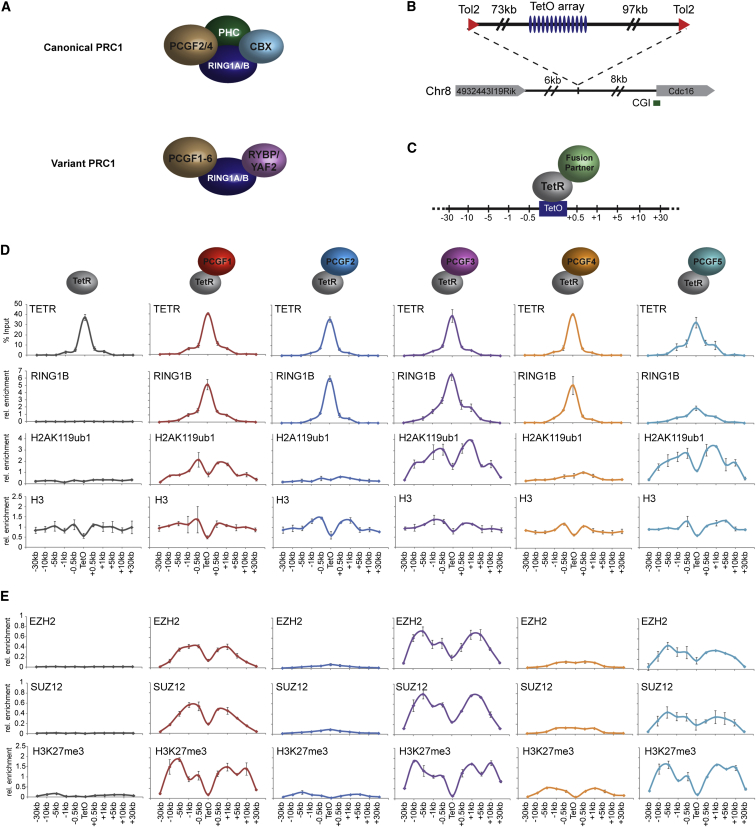
PCGF 1, 3, and 5 Variant PRC1 Complexes Catalyze H2AK119ub1 and Create A Polycomb Domain Containing PRC2 and H3K27me3 (A) A schematic illustrating the core components of canonical and variant PRC1 complexes. (B) The TetO array at its integration site on mouse chromosome 8. (C) Targeting of factors to the TetO via the TetR DNA-binding domain. Numbers represent qPCR primer positions (kb) with respect to TetO array. (D) ChIP analysis for fusion protein occupancy (TetR), RING1B, H2AK119ub1, and histone H3 across the TetO containing locus. Fusion protein identity is indicated above each panel. (E) As in (D) ChIP analysis for PRC2 components and H3K27me3. All ChIP experiments were performed at least in biological duplicate with error bars showing standard error of the mean (SEM). See also Figure S1.

**Figure 2:**
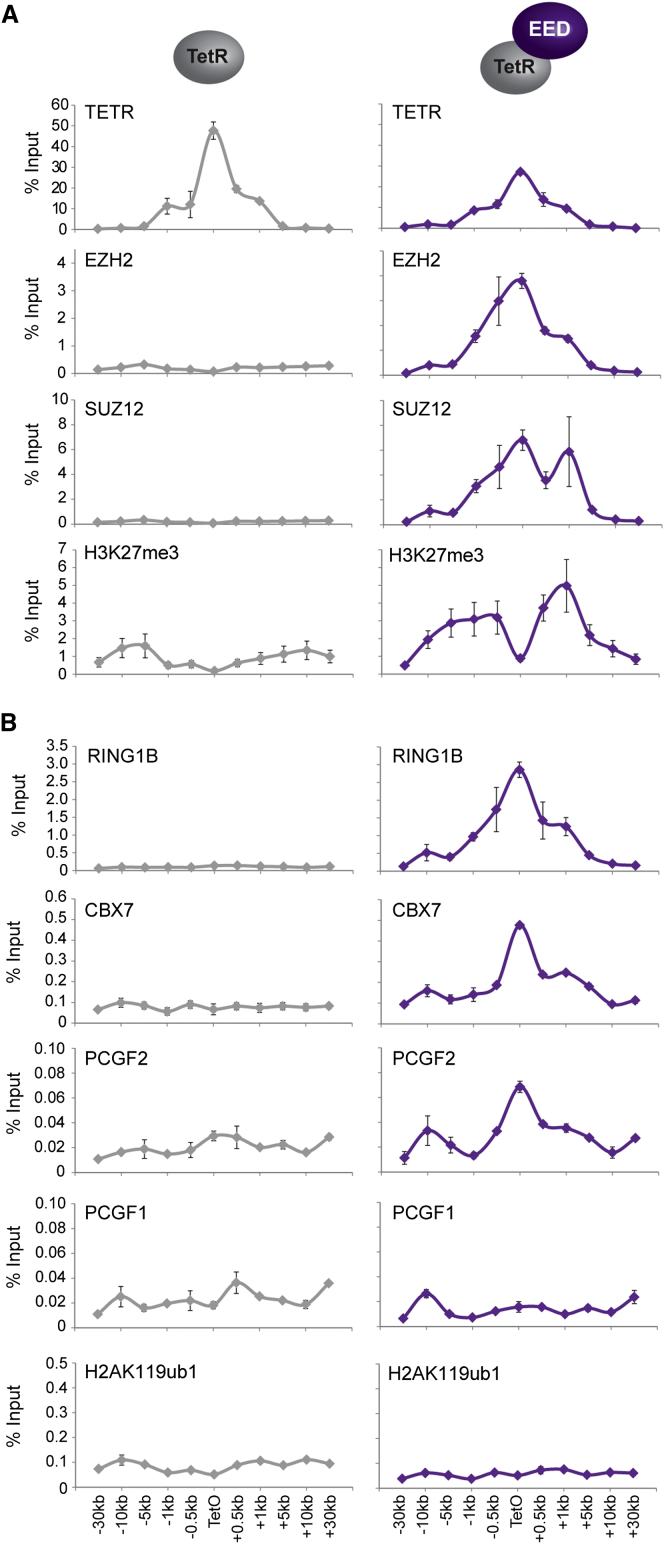
Hierarchical Recruitment of Canonical PRC1 Fails to Result in H2AK119ub1 (A) ChIP analysis for fusion protein occupancy (TetR), PRC2 components, and H3K27me3 across the TetO-containing locus in lines expressing TetR alone and a TetR-EED fusion. (B) ChIP analysis for PRC1 components and H2AK119ub1 performed as described in (A). All ChIP experiments in (A) and (B) were performed at least in biological duplicate with error bars showing SEM.

**Figure 3:**
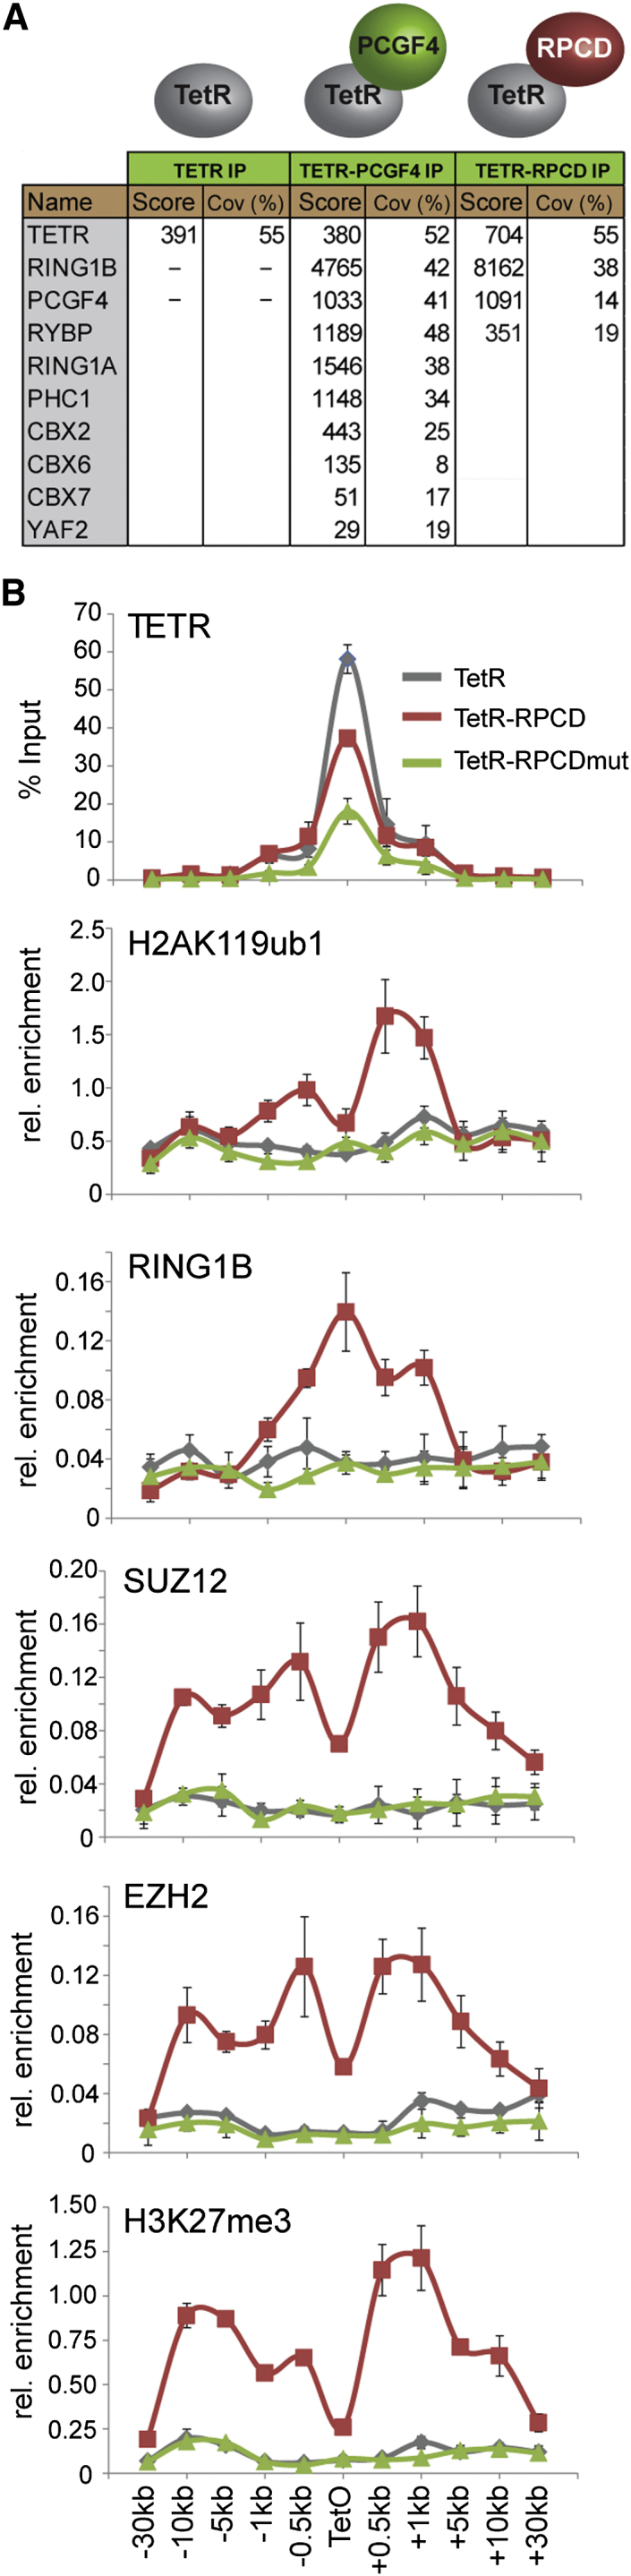
H2AK119ub1 Is Required for PRC1-Dependent Recruitment of PRC2 and H3K27me3 (A) Mass spectrometry analysis of purified TetR-PCGF4 and TetR-RPCD (minimal RING1B/PCGF4 catalytic domain) proteins. The mascot score and percentage coverage is indicated for polycomb group proteins in each sample. (B) ChIP analysis for PRC1, PRC2 and their respective modifications in cell lines expressing TetR, TetR-RPCD, and TetR-RPCDmut. All ChIP experiments were performed at least in biological duplicate with error bars showing SEM.

**Figure 4:**
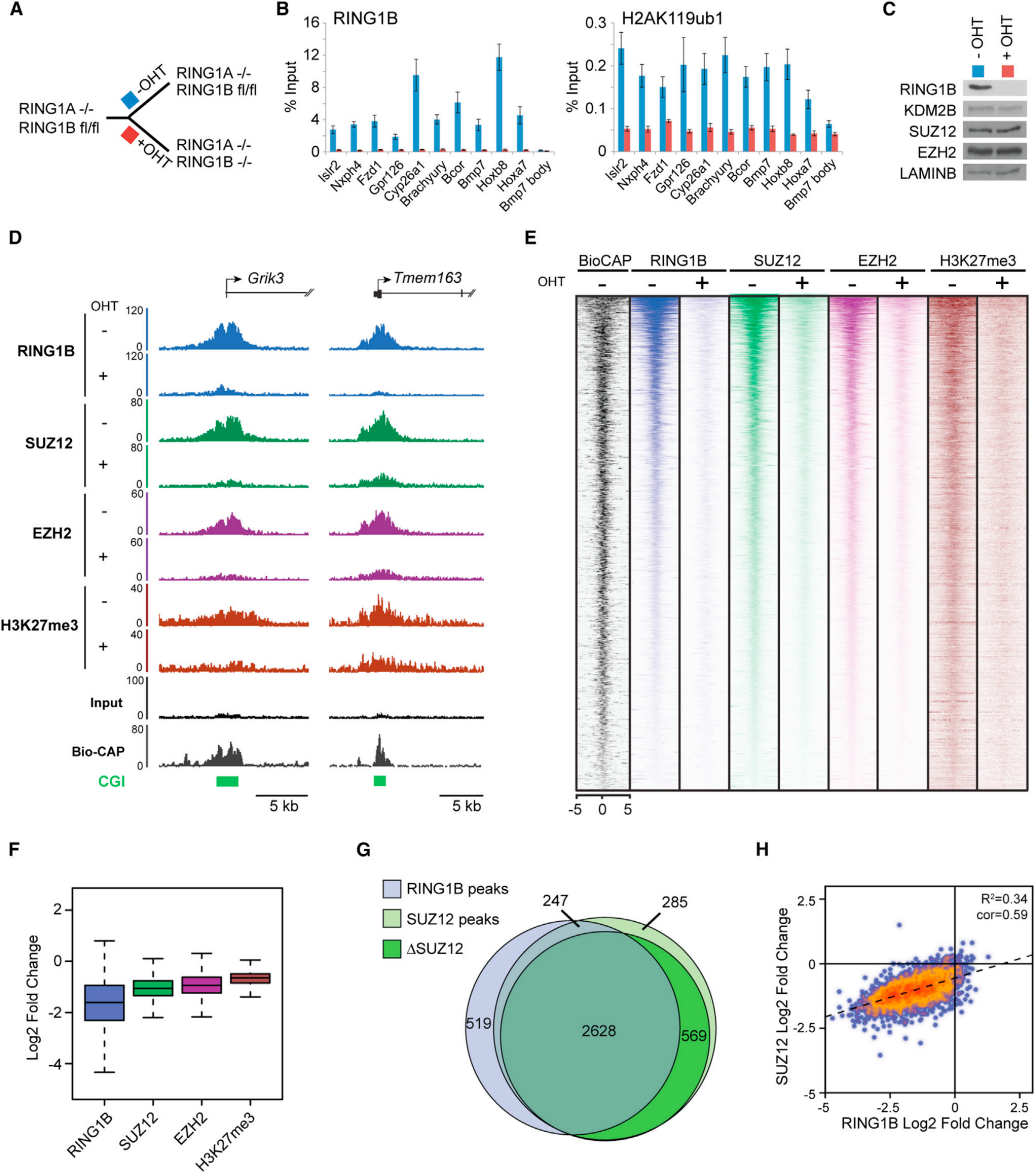
PRC1 Has a Genome-wide Role in PRC2 Recruitment and Polycomb Domain Formation at Target Sites in Mouse ESCs (A) A schematic of the *Ring1a*^*−/−*^*Ring1b*^*fl/fl*^ system in which addition of tamoxifen (OHT) leads to deletion of RING1A/B. (B) ChIP analysis for RING1B and H2AK119ub1 at polycomb target sites before (−OHT) and after 48 hr (+OHT) tamoxifen treatment. ChIP experiments were performed at least in biological duplicate with error bars showing SEM. (C) Western blot analysis of polycomb factors following deletion of RING1A/B. (D) Snapshots of ChIP-seq traces for RING1B, SUZ12, EZH2, and H3K27me3 in the *Ring1a*^*−/−*^*Ring1b*^*fl/fl*^ cells prior to (−OHT) and following 48 hr +OHT treatment at the *Grik3* and *Tmem163* genes. Bio-CAP indicates nonmethylated DNA and CpG islands (CGI) are shown as green bars. (E) Heat map analysis of SUZ12 peaks (n = 3,819), showing ChIP-seq data for RING1B, SUZ12, EZH2, and H3K27me3 at a 10 kb region centered over the SUZ12 peaks prior to (−OHT) and after 48 hr +OHT treatment. Bio-CAP is included to indicate nonmethylated DNA at these sites. (F) A box and whisker plot showing log2 fold changes in normalized read counts comparing the ChIP-seq signal at SUZ12 sites −OHT and after 48 hr +OHT treatment. (G) A Venn diagram showing the overlap of RING1B (light blue) and SUZ12 (light green) peaks including a further segregation of SUZ12-bound regions that show a greater than 1.5-fold change in SUZ12 occupancy (ΔSUZ12, dark green) after 48 hr tamoxifen treatment (+OHT). (H) A scatter plot comparing the fold change of RING1B and SUZ12 at SUZ12 peaks −OHT and after 48 hr +OHT treatment. See also Figures S2 and S3.

**Figure 5:**
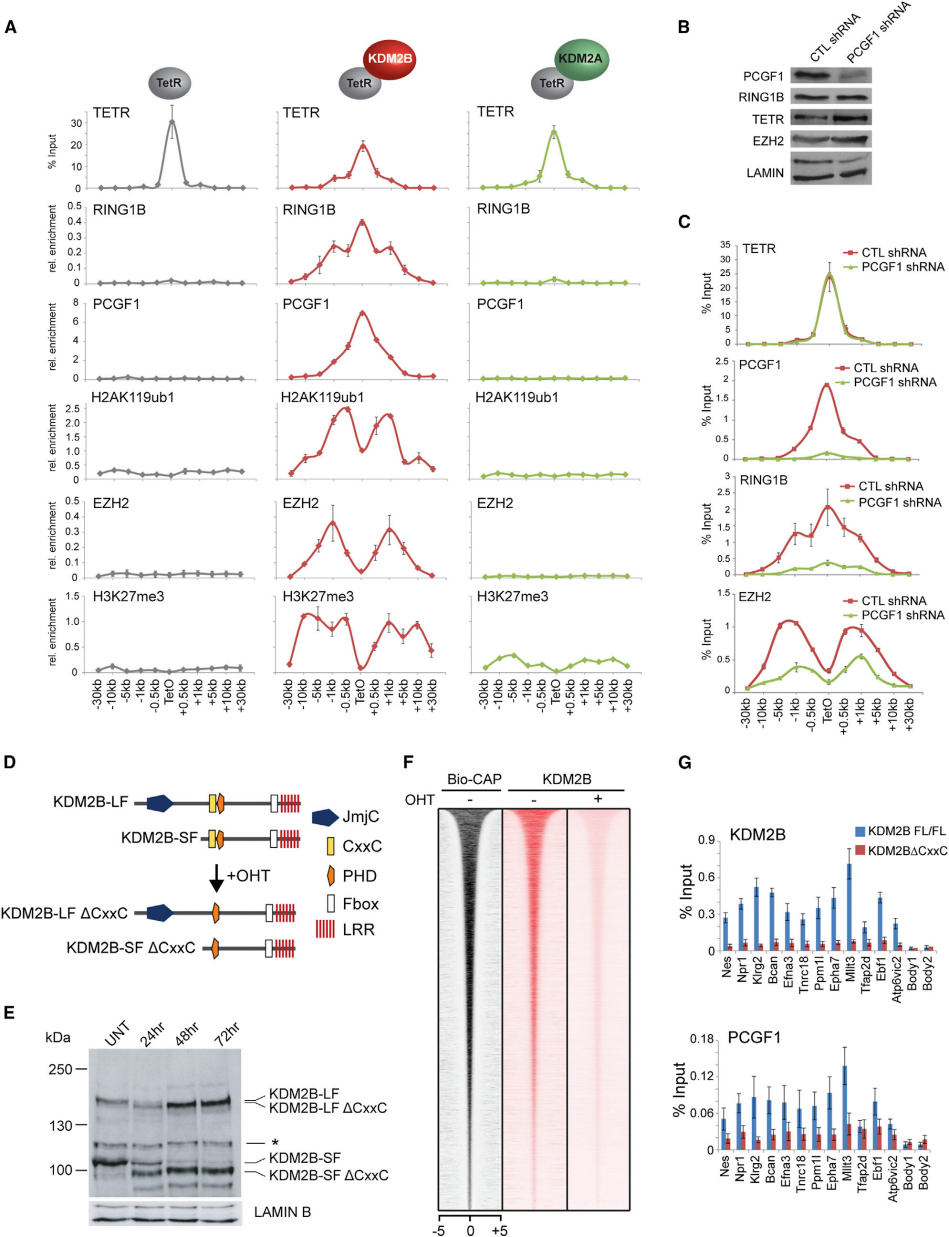
KDM2B Targets the PCGF1/PRC1 Variant Complex Leading to PRC2 Recruitment and Formation of a Polycomb Domain and a Novel System to Ablate KDM2B-Mediated Targeting of PCGF1/PRC1 to Chromatin (A) ChIP analysis for TetR, RING1B, PCGF1, H2AK119ub1, EZH2, and H3K27me3 across the TetO containing locus in lines expressing TetR, TetR-KDM2B, and TetR-KDM2A. ChIP experiments were performed at least in biological duplicate with error bars showing SEM. (B) Western blot analysis of PRC1 and PRC2 protein levels after knockdown of PCGF1 in the TetR-KDM2B fusion line. (C) ChIP analysis for TetR, PCGF1, RING1B, and EZH2 following PCGF1 knockdown in the TetR-KDM2B fusion line. ChIP experiments were performed at least in biological duplicate with error bars showing SEM. (D) A schematic illustrating tamoxifen (OHT)-dependent removal of the ZF-CxxC domain from both KDM2B isoforms. (E) Western blot analysis of the *Kdm2b*^*fl/fl*^ cell line following an OHT treatment time course. (^∗^) is a nonspecific cross reactive band. (F) A heat map covering a 10 kb region centered over CpG islands showing KDM2B ChIP-seq in the *Kdm2b*^*fl/fl*^ cells prior to (−) and after 72 hr (+) OHT treatment. (G) ChIP analysis of KDM2B and PCGF1 at gene-associated CpG islands and gene body regions. ChIP experiments were performed in biological triplicate with error bars showing SEM. See also Figures S4 and S5.

**Figure 6:**
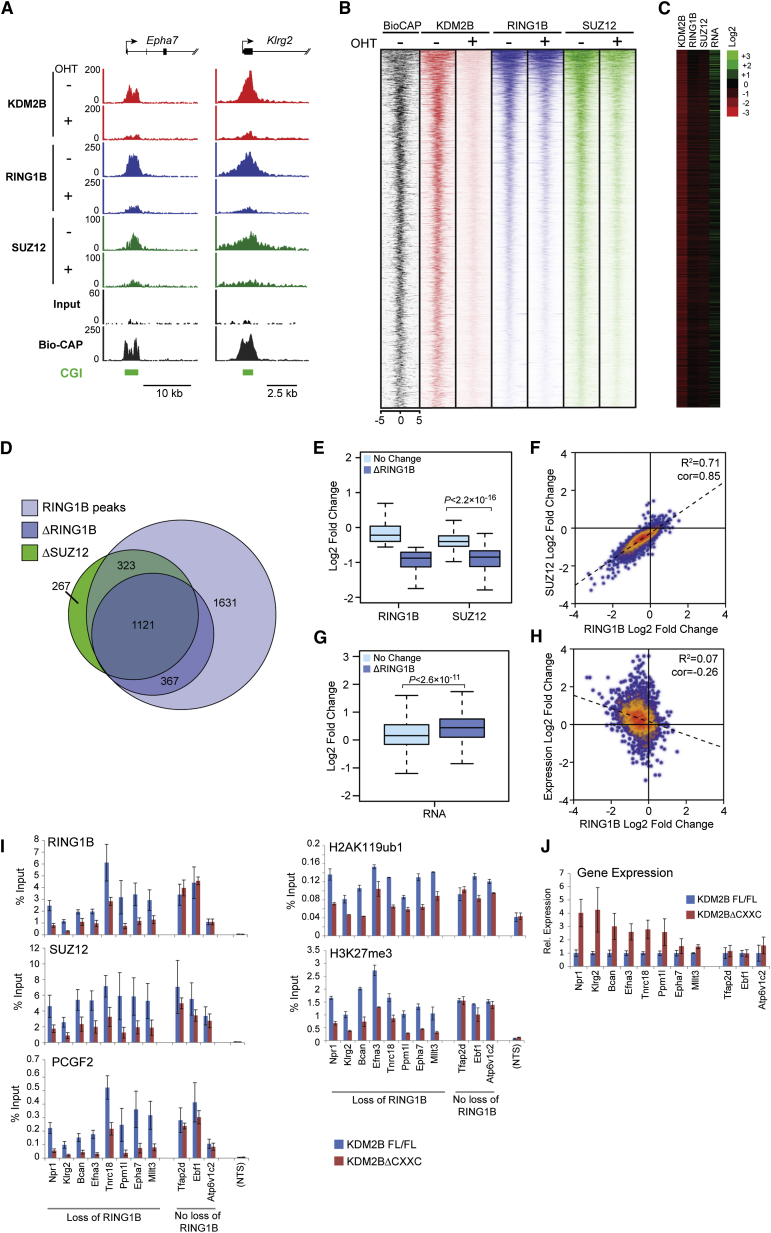
Failure to Target the PCGF1/PRC1 Complex Leads to a Loss of H2AK119ub1, PRC2, and H3K27me3 (A) Snapshots of ChIP-seq traces for KDM2B, RING1B, and SUZ12 in the *Kdm2b*^*fl/fl*^ cells prior to (−OHT) and after 72 hr (+OHT) of tamoxifen treatment at the *Epha7* and *Klrg2* genes. (B) Heat map analysis of RING1B peaks (n = 3,488), showing ChIP-seq data for KDM2B, RING1B, and SUZ12 covering a 10 kb region centered over the RING1B peak −OHT and after 72 hr +OHT. (C) Log2 fold changes in normalized read counts comparing the ChIP-seq and RNA-seq signal −OHT and after 72 hr +OHT. (D) A Venn diagram showing all RING1B peaks (light blue), intersected with RING1B or SUZ12 peaks that have a greater than 1.5-fold reduction in RING1B/SUZ12 occupancy after 72 hr +OHT treatment (ΔRING1B [dark blue] and ΔSUZ12 [green]). (E) A box and whisker plot indicating the log2 fold change in RING1B and SUZ12 occupancy at sites that have RING1B changes of greater than 1.5-fold (ΔRING1B) or less than 1.5-fold (No Change) following 72 hr +OHT treatment. The significance of the changes in SUZ12 occupancy at these sites is indicated above the plot. (F) A scatter plot comparing the log2 fold change of RING1B and SUZ12 at RING1B sites in the *Kdm2b*^*fl/fl*^ cells −OHT and after 72 hr +OHT. (G) A box and whisker plot indicating log2 fold change in gene expression at sites described in (E). (H) A scatter plot comparing the log2 fold change of gene expression to the fold change in RING1B occupancy at sites that show RING1B alterations. (I) ChIP analysis for polycomb factors and modifications at regions showing loss of RING1B, no significant loss of RING1B, and a nontarget site (NTS). All ChIP experiments were performed in biological triplicate with error bars showing SEM. (J) Gene expression analysis for the target genes analyzed by ChIP in (I). RT-PCR was performed in biological triplicate. Error bars show SEM.

**Figure 7:**
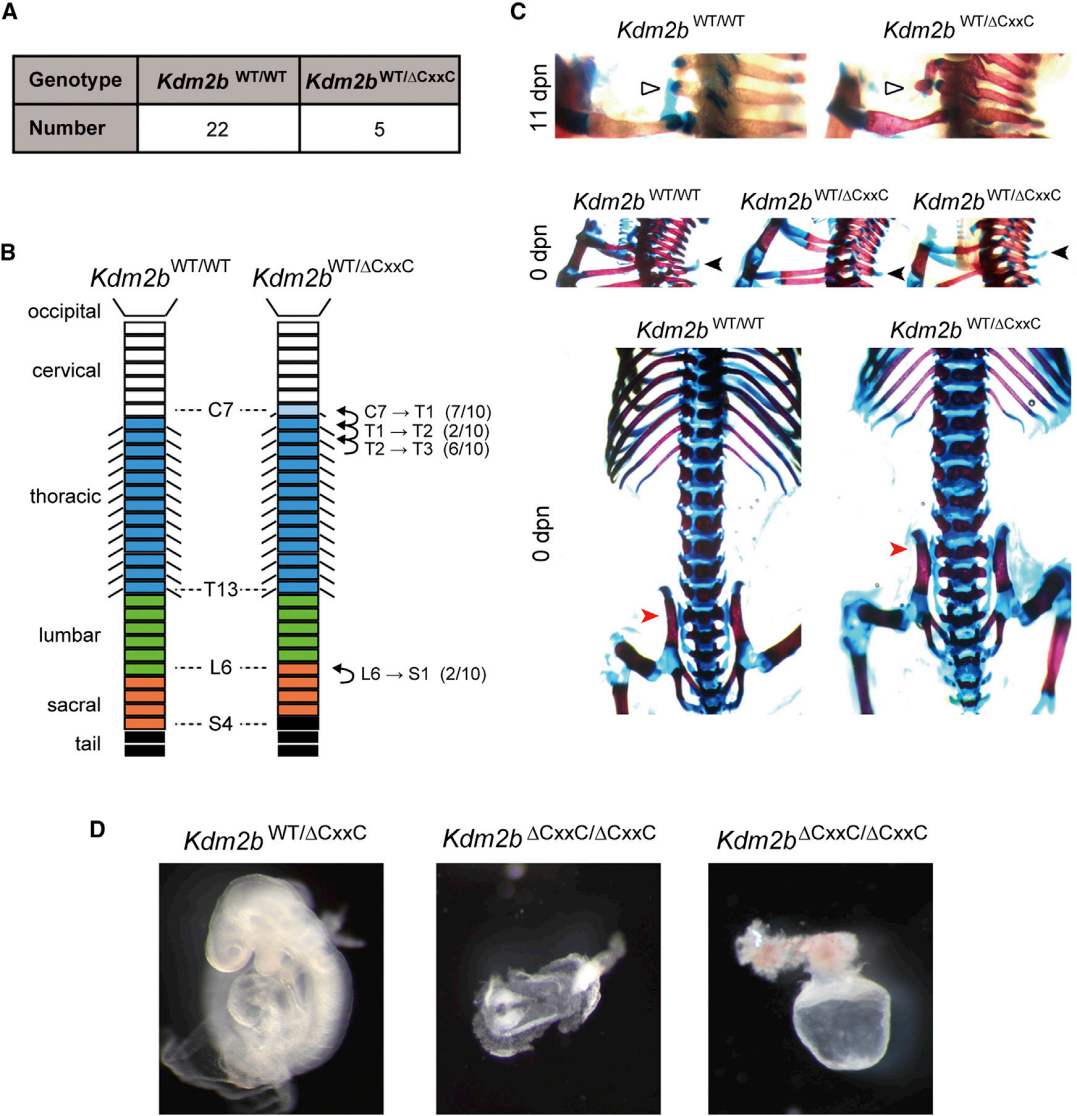
Failure to Target PCGF1/PRC1 Results in Homeotic Phenotypes and Embryonic Lethality (A) *Kdm2b*^*wt/ΔCxxC*^ mice were mated with wild-type mice and at 11 day postnatal (dpn) offspring were genotyped. Results are summarized in a table. (B) A schematic summarizing the homeotic phenotypes observed in newborn *Kdm2b*^*wt/ΔCxxC*^ mice (n = 10) with the normal wild-type vertebrae organization shown for comparison. The numbers in parentheses indicate the frequency of individual transformations. (C) Examples of the vertebral column in wild-type and *Kdm2b*^*wt/ΔCxxC*^ mice showing homeotic phenotypes. Top: 11 dpn heterozygotes that have additional ossification at the C7 position indicating partial posteriorization (white triangles). Center: comparison of newborn wild-type and newborn *Kdm2b*^*wt/ΔCxxC*^ mice missing dorsal processes or that have the position of the process repositioned to the anterior (black arrowhead). Bottom: 6th lumbar vertebral column transformed to sacrum in *Kdm2b*^*wt/ΔCxxC*^ mice (red arrowhead). (D) *Kdm2b* homozygous null embryos recovered at 9 dpc exhibited severe developmental delay (n = 5) or in some cases only extraembryonic development (n = 2) (representative examples are shown in center and right, respectively). A heterozygote sibling is shown to indicate expected development at this stage (left).

**Figure S1:**
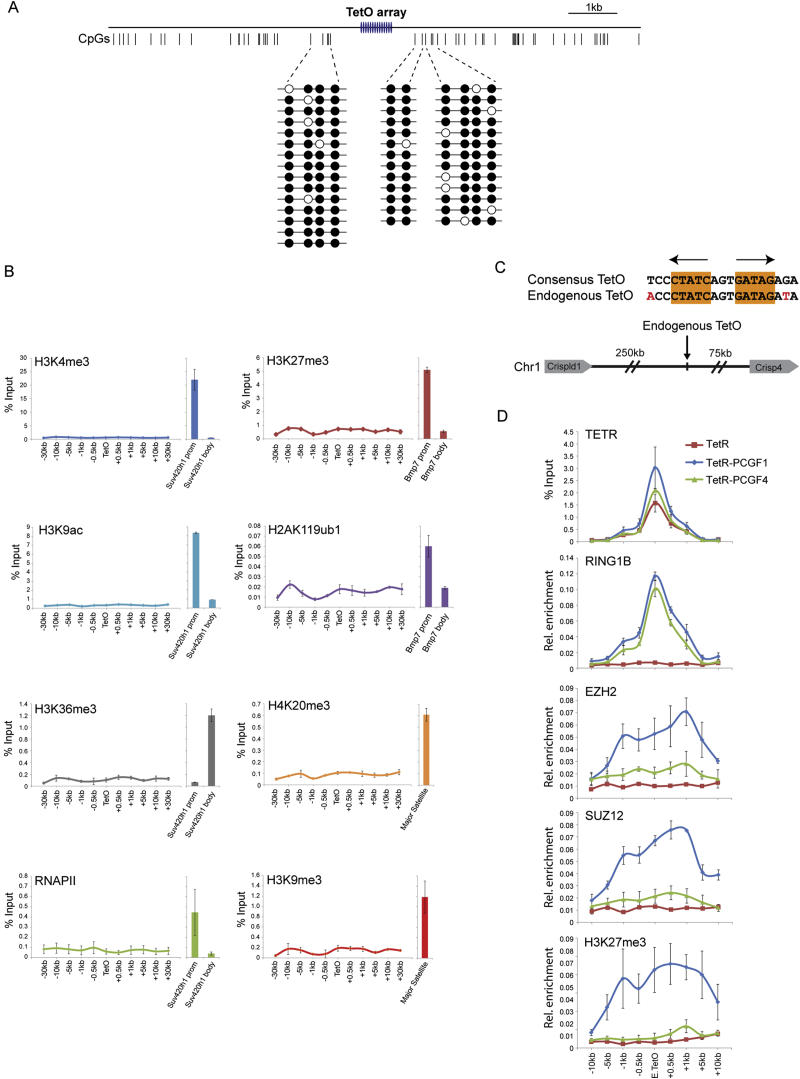
Variant PRC1 Complex-Dependent PRC2 Targeting Occurs on an Inert TetO Array Template and at a Single Natural TetO Site in Mouse ESCs, Related to Figure 1 (A) Bisulfite sequencing reveals that CpG dinucleotides flanking the engineered TetO array in the Human BAC DNA remain methylated, as they are in human tissue, when stably inserted into the mouse genome. This indicates that normal DNA methylation features are recapitulated on the integrated DNA sequence. (B) ChIP-qPCR analysis of the human BAC/TetO array stably integrated into mouse ESCs. ChIP was performed with antibodies specific for permissive chromatin marks and features of active transcription (left: H3K4me3, H3K9ac, H3K36me3, and RNAPII) and repressive chromatin features (right: H3K27me3, H2AK119ub1, H4K20me3, and H3K9me3). For each antibody, qPCR enrichment at a known target site is shown as a positive control. For gene-associated chromatin modifications this includes promoter (prom) and body amplicons for the indicated genes, while H3K9me3 and H4K20me3 were analyzed at sites in the repetitive major satellite regions. Together these observations indicate that the human BAC DNA, when inserted into mouse ESCs, retains its inert features and remains suitable for studying polycomb domain formation in tethering assays. (C) A position on mouse chromosome 1, distant from surrounding genes, contains a single site that has a high degree of homology to a consensus bacterial TetO-binding site. This provides a “natural” site in the genome at which to analyze TetR fusion protein binding and function. (D) ChIP-qPCR analysis of TetR, TetR-PCGF1 (variant PRC1), and TetR-PCGF4 (canonical PRC1) binding at the single natural TetO and flanking regions (Top). In each case, occupancy of PRC1 leads to RING1B recruitment (second panel). However, as observed at the engineered TetO array EZH2, SUZ12, and H3K27me3 are only recruited to the endogenous TetO site when a variant PRC1 complex occupies the site (bottom three panels). Together these observations demonstrate that variant PRC1 complex-dependent PRC2 recruitment and de novo polycomb domain formation is observed at a “natural” sequence in the mouse genome, and is not the result of copy number or site specific features inherent to the engineered TetO array. All ChIP experiments in (B and D) were performed in biological duplicate with error bars showing SEM.

**Figure S2:**
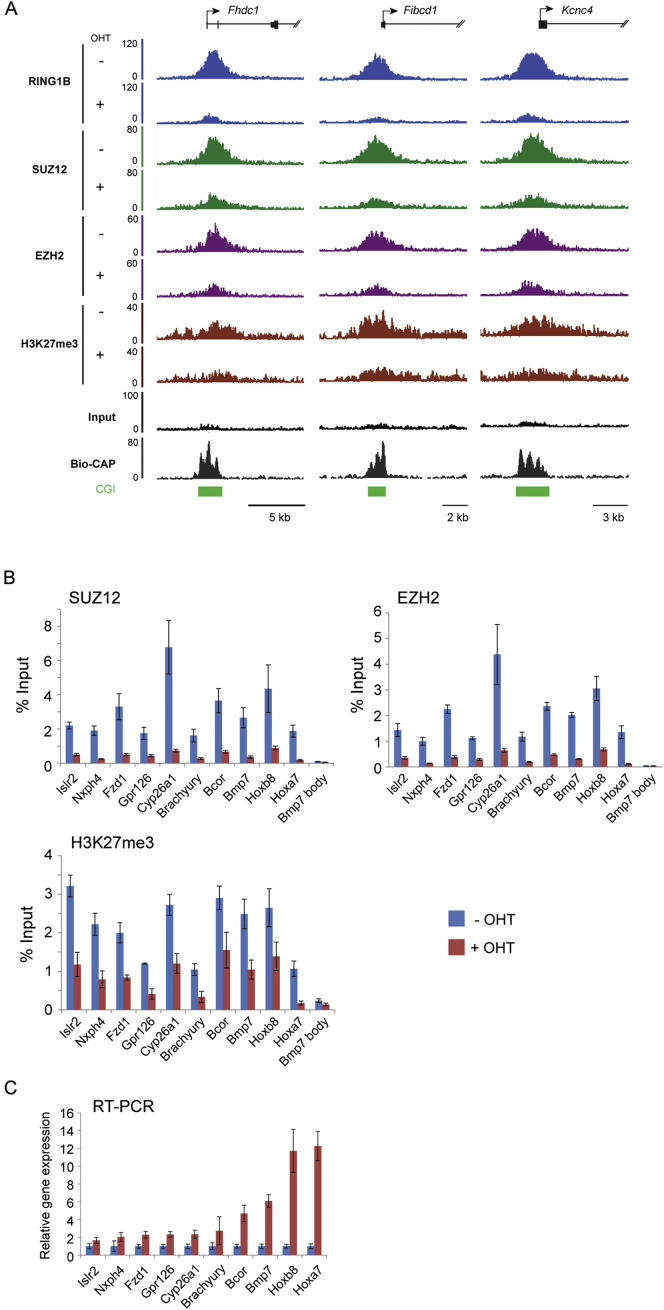
Conditional Deletion of RING1A/B Results in Depletion of H2AK119ub1, Loss of PRC2 Occupancy, and H3K27me3 at Target Genes Independently of the Magnitude of Associated Gene Expression Change, Related to Figure 4 (A) Snapshots of ChIP-seq traces for RING1B, SUZ12, EZH2 and H3K27me3 in the *Ring1a*^*−/−*^*Ring1b*^*fl/fl*^ cells prior to (−OHT) and following 48 hr (+OHT) of tamoxifen treatment. Three representative genes are depicted illustrating the reduction in RING1B, SUZ12, EZH2, and H3K27me3 following removal of the RING1A/B. A Bio-CAP sequencing trace is shown to indicate the location of nonmethylated DNA and a CpG Island (CGI) prediction annotation track is show as green bars under the traces. This complements examples already shown in main Figure 4. (B) ChIP-qPCR analysis for PRC2 components SUZ12, EZH2, and H3K27me3 at a series of sites showing loss of these factors in the ChIP-seq analysis in main Figure 4 after tamoxifen treatment. All ChIP experiments in (C-D) were performed in biological triplicate with error bars showing SEM. (C) Gene expression analysis for the polycomb target genes analyzed by ChIP in (B). There is no correlation between gene expression change and scale of polycomb group protein loss, suggesting that altered gene expression is not driving PRC2 loss. RT-PCR was performed in biological triplicate and is normalized to *Hprt1* expression. Error bars show SEM.

**Figure S3:**
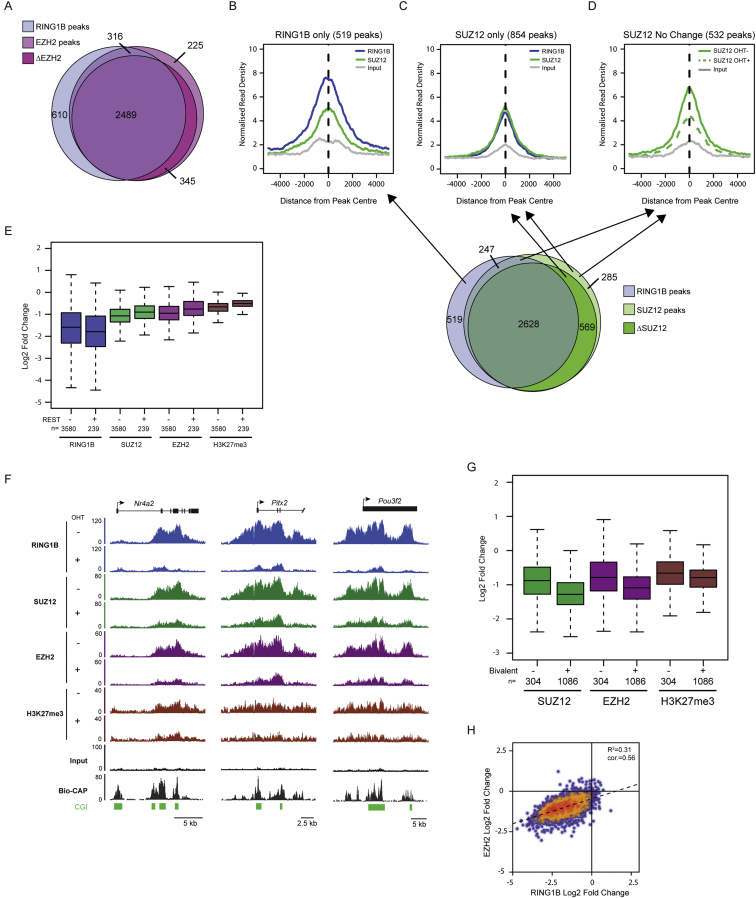
PRC1 Has a Genome-wide-Role in PRC2 Recruitment and Polycomb Domain Formation at Target Sites in Mouse ESCs, Related to Figure 4 (A) A Venn diagram showing the overlap of RING1B (light blue) and EZH2 (light pink) peaks including a further segregation of EZH2-bound regions that show a greater than 1.5-fold change in EZH2 occupancy (ΔEZH2, dark pink) after RING1A/B deletion. The majority of EZH2-bound locations show changes in EZH2 signal following removal of RING1A/B, and most of the changes are restricted to sites associated with RING1B peaks. (B) A metaplot of RING1B and SUZ12 ChIP-seq data at RING1B peaks that do not overlap with SUZ12 sites identified by peak calling. This indicates that these regions exhibit SUZ12 enrichment but are likely below the enrichment level required for peak detection. (C) A metaplot of RING1B and SUZ12 ChIP-seq data at SUZ12 peaks that do not overlap with RING1B sites identified by peak calling. This indicates that these regions exhibit RING1B enrichment but are likely below the enrichment level required for peak detection. (D) A metaplot of SUZ12 ChIP-seq data in the *Ring1a*^*−/−*^*Ring1b*^*fl/fl*^*b* cells at SUZ12 peaks exhibiting a less than 1.5-fold reduction in SUZ12 signal following tamoxifen treatment. Importantly these sites still show reduction in SUZ12 signal suggesting that loss of RING1A/B affects PRC2 occupancy at most sites. (E) A box and whisker plot indicating the Log2 fold change in polycomb factors at SUZ12-bound sites with and without REST following loss of RING1A/B. This indicates that loss of PRC2 occurs at REST-bound sites in the absence of PRC1. (F) Snapshots of ChIP-seq traces for RING1B, SUZ12, EZH2 and H3K27me3 in the *Ring1a*^*−/−*^*Ring1b*^*fl/fl*^ cells prior to (−OHT) and following 48 hr (+OHT) of tamoxifen treatment at sites previously reported to rely on the Meg3 long noncoding RNA for PRC2 targeting. In all cases we observe appreciable loss of PRC2 following RING1A/B deletion indicating that Meg3-dependent targeting is not sufficient to maintain normal levels of PRC2 at these sites. (G) A box and whisker plot indicating the Log2 fold change in PRC2 factors and H3K27me3 at sites considered to be bivalent. Bivalent sites appear to have slightly larger fold changes in PRC2 occupancy following RING1A/B deletion. (H) A scatter plot comparing the fold change of RING1B and EZH2 at EZH2 peaks. This indicates a clear correlation between the magnitude in RING1B and EZH2 change suggesting these changes may be mechanistically linked.

**Figure S4:**
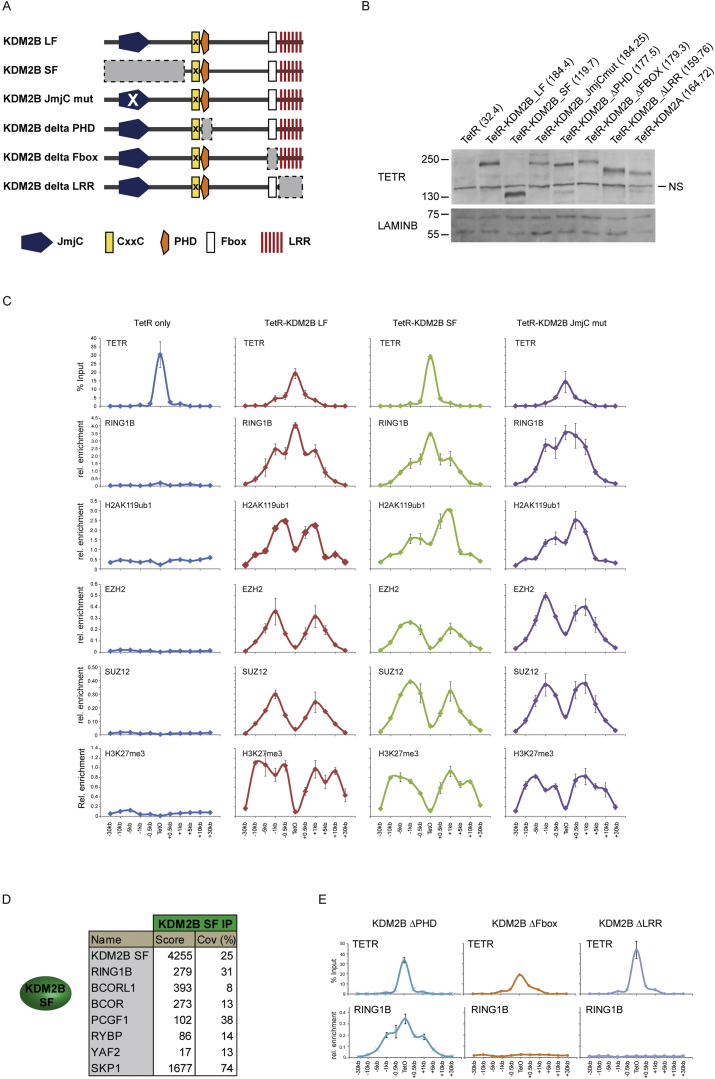
Both the Short and Long Form of KDM2B Mediate Polycomb Domain Formation in a Histone Demethylase Activity-Independent Manner, Related to Figure 5 (A) KDM2B long form (LF) and short form (SF) with their domain organization indicated. Additional, TetR fusion constructs which have had domains removed (gray boxes) or mutated are indicated. (B) Western blot analysis of the TetR-KDM2B fusion cell lines indicating roughly equal protein expression. (C) ChIP-qPCR analysis for the TetR fusion protein, RING1B, H2AK119ub1, SUZ12, EZH2, and H3K27me3 across the TetO containing region in the TetR only, TetR-KDM2B LF, TetR-KDM2B SF, and TetR-KDM2B LF demethylase mutant (JmjC mutant). All three versions of KDM2B lead to efficient RING1B recruitment, H2AK119ub1, and formation of a polycomb domain containing SUZ12, EZH2, and H3K27me3. This indicates that both forms of KDM2B can form polycomb domains independent of their demethylase activity. (D) An epitope tagged version of the KDM2B-SF was stably expressed in mouse ESCs, affinity purified, and associated proteins identified by tandem mass spectrometry. This revealed that the short form of KDM2B forms the same variant PRC1 complex as the long form of the protein, consistent with its capacity to recruit RING1B and form polycomb domains in tethering assays. (E) Based on the capacity of KDM2B-SF to associate with the PCGF1/PRC1 complex (D) the domain(s) mediating this were further mapped in tethering assays. The C-terminal Fbox and LRR domains are required for RING1B recruitment whereas the PHD domain is dispensable.

**Figure S5:**
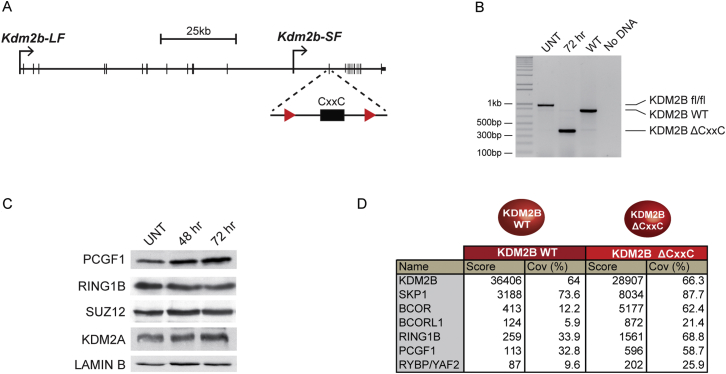
A Model Cell System to Inducibly Disrupt Targeting of the PCGF1/PRC1 Complex, Related to Figure 5 (A) A schematic of the *Kdm2b* gene showing the long form (*Kdm2b-LF*) and short form (*Kdm2b-SF*) transcription start sites. The positions of LoxP sites are highlighted flanking the exon which encodes the ZF-CxxC domain. (B) PCR with primers spanning the floxed exon was performed on genomic DNA from the *Kdm2b*^*fl/fl*^ cells (UNT), the *Kdm2b*^*fl/fl*^ cells treated for 72 hr with tamoxifen (72 hr), and wild-type cells (WT). 72hrs of tamoxifen treatment leads to a clear deletion of the floxed exon. (C) Western blot analysis indicates that loss of the KDM2B ZF-CxxC domain does not lead to destabilization of the PCGF1 and RING1B components of the KDM2B variant PRC1 complex or upregulation of its paralogue KDM2A. Furthermore, PRC2 remains present as indicated by normal levels of SUZ12. (D) Affinity purification of full-length epitope tagged wild-type (WT) KDM2B and KDM2BΔCxxC followed by tandem mass spectrometry-based analysis of associated proteins. The mascot score and percentage coverage is indicated for the KDM2B/PRC1 complex components. Importantly, removal of the ZF-CxxC exon generates a product that still associates with the PCGF1/PRC1 variant complex but lacks its capacity to bind nonmethylated DNA.

How the deposited data were processed for this re-analysis (not part of the article)

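Expression was measured by RNA-seq in mouse Kdm2b fl/fl ESCs, in 3 replicates labelled as untreated and 3 labelled as treated with tamoxifen for 72 hr. The authors deposited one FPKM value per gene row and sample, with a confidence interval and a status, in the layout of Cufflinks gene tables. Their methods describe alignment to mm9 with Tophat2 and RPKM values from cuffdiff on refGene models. The ChIP-seq samples of the series have no values in the files analysed here, and so nothing was computed for KDM2B, RING1B or SUZ12 occupancy.

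Samples were assigned to groups from their labels. The names of the deposited files give the opposite reading for all 6 RNA-seq samples, and this reading was not used. It would change the sign of every fold change and exchange the numbers of higher and lower genes, with all sizes and p-values unchanged. The sample labels give 800 nM tamoxifen and the series text 800 µM.

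Rows with the same gene name were summed, giving 23369 gene names. Because a failed quantification is written as 0 and is no measurement, the 6 gene names with such a status in any sample were left out, a choice made after the files had been seen. Genes with an FPKM of at least 0.5 in at least 3 of the 6 samples were tested, 12997 in all. Groups were compared on log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend), with Benjamini-Hochberg adjustment and a threshold of 0.05. No further normalization was applied in the main fit. A fit with the replicate number as a block was run beside it. Means over the 8 genes with RING1B loss and the 3 without were compared between samples by exact permutation, and the difference between both sets by exact permutation over genes. Other calculations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

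The fits were tested on simulated data made from the real genes, with 200 genes changed by known fold changes. Without a block 26% of the changed genes were recovered with 0 false calls. With the replicate block 79.5% were recovered with 7 false calls. The slope of the estimated on the true log2 fold change was 1.045. The simulated values carried the replicate effects estimated from the real data and independent normal noise, which favours the fit with the block by construction. Every simulated change was larger than 1.5-fold, and no values switched to 0. These rates therefore do not carry over to the genes found with the block in the real data.

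Total read numbers cannot be read from the FPKM. Single-fragment steps in 764 low genes gave a depth of 0.655 to 0.955 for the other 5 samples relative to untreated replicate 1. Between 44.4% and 55.5% of these genes fell on a step, against 1.4% to 4.2% on a shifted grid. No confidence interval that needs counts is given.

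Genes named in the text were set by a rule written before the files arrived. They are the genes of Figures 6A, 6I and 6J, the genes of the KDM2B, PRC1 and PRC2 proteins and of Figures S2A, S2C and 4D for the closing section, and up to 5 genes with the largest and 5 with the smallest log2 fold change among genes past the threshold whose 3 treated samples all lay on one side of the untreated ones. Alternatives were a pseudocount of 1 or 0.01, scaling to TPM, quantile normalization, keeping the highest row per gene name, the replicate block, leaving out each replicate, no filter, a filter of at least 1 FPKM in all 6 samples, eBayes without a trend and the log2 ratio of group mean FPKM. Alternatives added after the files had been seen were keeping failed rows as 0, leaving out loci under 300 bp and scaling to TPM, the replicate block with quantile normalization, and leaving out genes with an exact 0 in some samples beside at least 2 FPKM in others. Gene positions are those of the deposited tables in mm9. Promoter sequence (500 bp on each side of the start of the gene), transcript GC content and the floxed exon were taken from the NCBIM37 assembly and its GENCODE annotation. A promoter was called CpG-rich at an observed over expected CpG ratio of at least 0.6 and a GC content of at least 55%.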

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

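The 4 genes past the threshold in the fit without a block are outside those the paper discusses and were flagged for that reason. Srrd had a log2 fold change of 6.223 (0 FPKM in all 3 samples labelled as untreated, 7.37 ± 0.27 FPKM, SD, n = 3, in those labelled as treated; adjusted p = 0.00016 from limma). Kifc3 had 5.175 (0 and 3.61 ± 1 FPKM, limma adjusted p = 0.0019), Atp6v0a4 had 4.041 (0 and 1.69 ± 0.88 FPKM, limma adjusted p = 0.048) and Prl2c4 had −4.719 (2.82 ± 1.67 and 0 FPKM, limma adjusted p = 0.018). Each difference has the same direction in all 3 replicate numbers, as the rule that named these genes required. With the replicate block the limma adjusted p was 5e-05, 0.00071, 0.003 and 0.0019.

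Few reads were considered first, and 0 of the 4 genes had a mean under 1 FPKM in both groups. A gene at 0 in 1 group with so large a fold change cannot be under 1 FPKM in both. This count therefore does not test whether few reads produced the zeros. Repeated rows and multigene families were tested by the number of rows, and 0 of the 4 had several rows in the files, although Prl2c4 has a near-identical neighbour, Prl2c3, at almost the same position, so its values are uncertain. Of the genes tested, 119 had an exact 0 in some samples and at least 2 FPKM in others, and 93.3% of them overlap the locus of another gene in the files, against 15.4% of the other genes (odds ratio 76.3, Fisher's exact test, p = 1.6e-78). This prediction was written after the zeros had been seen. All 4 flagged genes overlap another gene. Tfip11, which overlaps Srrd, went from 18.58 ± 1.92 to 14.83 ± 1.18 FPKM (SD, n = 3), while Prl2c3, which overlaps Prl2c4, did not rise as Prl2c4 fell to 0 (13.93 ± 12.61 and 9.91 ± 9.12 FPKM, SD, n = 3). A candidate explanation is that the quantification divided reads between overlapping genes differently from sample to sample. Of the 10 splits of the 6 samples into 3 and 3, 4 gave at least 3 genes in one direction, and 8 gave at least 1, with the same numbers for genes beyond 1.5-fold and for genes gaining or losing expression. Apart from the real split, those that keep the samples of each replicate number apart gave 0 higher and 1 lower gene, 0 and 0, and 1 and 2. The other splits put both samples of a replicate number on one side and so also carry the replicate effect. With so few splits, the 4 genes cannot be told apart from zeros that fall by chance along the groups. A response to loss of the ZF-CxxC domain was not tested apart from this.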

How the results depend on the processing

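Apart from those said to be chosen after seeing the data, the alternatives were fixed before the processed files arrived. The sign of the mean log2 fold change of the 8 genes with RING1B loss was unchanged under each alternative for which this mean was computed. It ranged from −0.688 with a pseudocount of 1 to −1.071 with loci under 300 bp left out and TPM scaling, an alternative chosen after seeing the data. The filters and the other changes to the fit alone have no separate value for this mean.

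The counts of genes depended most on the replicate block. With it, 563 genes were higher and 787 lower (310 and 553 beyond 1.5-fold, 74 gaining and 97 losing expression), against 3 and 1 without it. With the replicate block and quantile normalization, chosen after seeing the data, the counts were 604, 595, 366, 392, 83 and 75 in the same order. The block takes out differences shared by samples with the same replicate number, which lowers the standard errors. Other settings left few genes. A pseudocount of 1 gave 0 lower genes, 0 beyond 1.5-fold lower and 0 losing expression. A minimum of 1 FPKM in all 6 samples gave 0 for all 6 counts, as did leaving out genes with an exact 0 beside at least 2 FPKM, chosen after seeing the data: both remove the genes with zeros. Across the 6 fits that each left out one replicate, the counts ranged from 2 to 5 for higher genes, for those beyond 1.5-fold and for those gaining expression, from 0 to 7 for lower genes and for those beyond 1.5-fold lower, and from 0 to 6 for those losing expression.

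The mean of the 3 genes without RING1B loss was 0.033 and reversed to −0.149 with a pseudocount of 0.01 and to −0.050 without short loci and with TPM scaling, and ranged from −0.0798 to 0.176 with one replicate left out. One of these genes was at 0 in all samples and another near it, so the pseudocount sets their values. The difference between the 8 and the 3 genes was −0.852 with a pseudocount of 0.01 (exact permutation p = 0.061) and −1.391 as the log2 ratio of mean FPKM (exact permutation p = 0.11, over the genes with a ratio), neither past the threshold. The median over all genes was 0.081 with TPM and −0.105 without short loci and with TPM, since the sum that TPM fixes depends in large part on short loci.

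Among single genes with small fold changes the sign reversed as follows, except for Tfap2d, which only reached 0 without untreated replicate 3. With TPM scaling the log2 fold change was 0.014 for Mllt3, 0.047 for Pcgf2, 0.044 for Rybp, 0.085 for Yaf2, 0.066 for Phc1 and 0.076 for Suz12. Quantile normalization gave 0.0504 for Mllt3 and 0.055 for Yaf2. Without short loci and with TPM it was −0.0089 for Pcgf1, −0.035 for Rnf2, −0.056 for Phc2 and −0.049 for Fhdc1. With one replicate left out in turn the range was −0.325 to 0.129 for Mllt3, −0.196 to 0 for Tfap2d, −0.109 to 0.658 for Ebf1, −0.400 to 0.100 for Kdm2a, −0.281 to 0.303 for Pcgf1, −0.123 to 0.028 for Pcgf2, −0.089 to 0.241 for Pcgf5, −0.367 to 0.034 for Ring1, −0.129 to 0.241 for Rnf2, −0.266 to 0.098 for Rybp, −0.166 to 0.075 for Yaf2, −0.152 to 0.069 for Phc1, −0.157 to 0.169 for Phc2, −0.635 to 0.119 for Phc3, −0.166 to 0.134 for Suz12, −0.015 to 0.342 for Eed, −0.68 to 0.239 for Gpr126, −0.168 to 0.395 for Cyp26a1 and −0.075 to 0.100 for Fhdc1. Of the other rows for single genes, 13 lost and 13 gained significance. Depth is known only relative to one sample, so a value of 0 cannot be told apart from expression too low to be detected.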

Differences from the paper's values

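The paper's RT-PCR values in Fig. 6J, read by eye, were set beside the fold change in the RNA-seq, 2 to the power of the log2 fold change, with groups by the sample labels. The RNA-seq value of Npr1 was 0.519 and the paper's is about 4 in Fig. 6J. Klrg2 had 0.335 against about 4.2 in Fig. 6J, Bcan 0.364 against about 3 in Fig. 6J, Efna3 0.421 against about 2.6 in Fig. 6J, Tnrc18 0.4465 against about 2.8 in Fig. 6J, and Ppm1l 0.563 against about 2.6 in Fig. 6J. Epha7 had 0.802 against about 1.5 in Fig. 6J, and Mllt3 0.943 against about 1.5 in Fig. 6J. None of the alternatives set before the files arrived brought any of the first 7 genes within 1.5-fold of the paper's value. For Mllt3 the value came within 1.5-fold of the paper's, though still below it, with TPM scaling (1.01) and with quantile normalization (1.036). The same held without untreated replicate 3 (1.094), without tamoxifen replicate 1 (1.008) and without tamoxifen replicate 2 (1.041), and not with the other alternatives. None of the alternatives exchanged the groups. With the groups exchanged, as the names of the deposited files read, each RNA-seq value of the main fit would be inverted. All of these genes would then be higher after treatment, the direction of Fig. 6J.

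The paper states that genes with decreased RING1B occupancy rise slightly on average in the RNA-seq. With groups by the sample labels, the mean log2 fold change of the 8 such genes it names was −0.953. The replicate block cannot change this value, since each replicate number occurs in both groups.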

Other observations

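The 8 genes with RING1B loss all had a negative log2 fold change in the samples labelled as tamoxifen-treated, while the paper's RT-PCR shows them higher after treatment. For 6 of them the limma adjusted p was under 0.05 with the replicate block. Epha7 and Mllt3 did not pass, and Mllt3 (−0.085) was lower in only 2 of 3 replicate numbers and changed sign with TPM scaling (0.014) and with quantile normalization (0.0504). Before the values were compared it was predicted that mislabelled sample groups would give this direction in most of the 8 genes, since the names of the deposited files read the other way round from the labels. The sample labels of the 2 RNA-seq groups may be exchanged. RNA from feeder fibroblasts was tested as another explanation with 15 fibroblast marker genes, since the sample labels state that feeder cells were withdrawn shortly before the treatment. Their mean difference between the groups was −0.064 on the log2 scale and changed direction between replicate numbers (0.118, −0.142 and −0.167). The values do not resolve the floxed exon, so they give no direct reading of the genotype, and no sample separates tamoxifen or Cre activity from loss of the exon.

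Samples with the same replicate number deviated together from their group means. The mean correlation of these deviations across genes was 0.552, and the −0.273 for different numbers largely follows from it, since deviations within a group sum to 0. The prediction was written after the pattern had been seen, and a shared culture or library batch is a candidate explanation. The first principal component held 44.9% of the variance and separated replicate 1 of both groups from the other samples. It also differed between the groups, with the higher score in the sample labelled as treated in each replicate number. The scores were 77.15 against 30.1, −8.536 against −46.35 and −14.85 against −37.52. The fibroblast markers were lower by 0.923 in the replicate 1 samples than in the other 4 (difference of −0.923 on the log2 scale), so different amounts of RNA from feeder fibroblasts may be part of this component.

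The replicate block gave 1350 genes past the threshold. Of the 4 assignments of the samples of each replicate number to 2 groups, only 1, the real one, gave as many, and the other splits gave 0, 1 and 2 genes. With 4 assignments the share cannot fall below 0.25, so a chance result is not excluded by this count.

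Bcor, which encodes a subunit of the PCGF1/PRC1 complex and lies on the X chromosome from 11613864 to 11737481, had the largest difference among the named polycomb genes. It had 58.6 ± 6.7 FPKM (SD, n = 3) in the samples labelled as untreated and 10.25 ± 3.92 FPKM (SD, n = 3) in those labelled as treated, a log2 fold change of −2.581 (standard error 0.317, limma adjusted p = 0.066; 0.0015 with the replicate block), lower in 3 of 3 replicate numbers. A change in the number of X chromosomes was tested with the 471 X-linked genes, whose median log2 fold change of 0.0059 lay within the range of −0.0527 to 0.0112 of random autosomal sets. Reads divided between overlapping genes were tested as well, and the only gene overlapping Bcor rose by 0 FPKM (this prediction was written after the value had been seen). Whether the change is a response to loss of the ZF-CxxC domain may be asked as a hypothesis. An exchange of the labels was not excluded and would reverse its direction. In the paper's Fig. S2C Bcor is among the genes measured after deletion of RING1A and RING1B. The other named PRC1, PRC2 and KDM2B genes did not pass the threshold in either fit. Of the other genes in Figs. S2A, S2C and 4D, Islr2 (−1.249, limma adjusted p = 0.014 with the replicate block), Nxph4 (−1.141, 0.011), Fzd1 (−0.906, 0.032) and Grik3 (−1.2, 0.012) were lower in the samples labelled as treated in 3 of 3 replicate numbers. Kcnc4 (0.324), T (0.385), Cyp26a1 (0.162) and Fhdc1 (0.031) were higher, and Gpr126 (−0.238) and Bmp7 (−0.569) lower, none past the threshold in either fit. Hoxb8, Hoxa7, Tmem163 and Fibcd1 were too low to be tested.

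Promoters were compared between genes that were lower and higher with the replicate block. A CpG-rich promoter was found for 60.8% of 757 lower genes and 41.4% of 529 higher genes (odds ratio 2.19, Fisher's exact test, p = 8.4e-12), against 58.9% of all tested genes, so the contrast comes mainly from the higher genes. A promoter was available for 94.2% of the tested genes. GC content bias was tested among genes without a CpG-rich promoter, where Spearman's rho between log2 fold change and transcript GC content was 0.022 across genes. This shows almost no trend in those genes only. The contrasts between promoters were not repeated at equal GC content, so the test does not exclude GC bias as their source. Among 2095 genes with a mean of 0.5 to 2 FPKM, the median log2 fold change was −0.253 with a CpG-rich promoter and −0.046 without, a difference of −0.207 (permutation test, p = 1e-05, the smallest that 100000 permutations can give; genes are not independent replicates). Loss of KDM2B from CpG islands may contribute to this difference if the labels are exchanged, but this remains a hypothesis, found without occupancy data. For the genes past the threshold as a set, 1350 against 0, 1 and 2 in the other assignments argue against noise in single genes. As only 4 assignments of the samples exist, their share cannot decide whether the grouping arose by chance.

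Values more than 10 times above their own upper confidence bound were confined to short loci. Of 12264 values above their own upper confidence bound only 2.81% were in loci under 300 bp, which was not what had been predicted for an effect of effective length. Of the 231 values more than 10 times above their own bound, 100% were in such loci, so a small effective length of short genes may produce the extreme values. Both predictions were written after the high values had been seen.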
